# Cell type-specific CLIP reveals that NOVA regulates cytoskeleton interactions in motoneurons

**DOI:** 10.1186/s13059-018-1493-2

**Published:** 2018-08-15

**Authors:** Yuan Yuan, Shirley Xie, Jennifer C. Darnell, Andrew J. Darnell, Yuhki Saito, Hemali Phatnani, Elisabeth A. Murphy, Chaolin Zhang, Tom Maniatis, Robert B. Darnell

**Keywords:** Cell type-specific, CLIP, Motoneuron, NOVA, RNA, Alternative splicing, Alternative last exon usage, Septin

## Abstract

**Background:**

Alternative RNA processing plays an essential role in shaping cell identity and connectivity in the central nervous system. This is believed to involve differential regulation of RNA processing in various cell types. However, in vivo study of cell type-specific post-transcriptional regulation has been a challenge. Here, we describe a sensitive and stringent method combining genetics and CLIP (crosslinking and immunoprecipitation) to globally identify regulatory interactions between NOVA and RNA in the mouse spinal cord motoneurons.

**Results:**

We developed a means of undertaking motoneuron-specific CLIP to explore motoneuron-specific protein–RNA interactions relative to studies of the whole spinal cord in mouse. This allowed us to pinpoint differential RNA regulation specific to motoneurons, revealing a major role for NOVA in regulating cytoskeleton interactions in motoneurons. In particular, NOVA specifically promotes the palmitoylated isoform of the cytoskeleton protein Septin 8 in motoneurons, which enhances dendritic arborization.

**Conclusions:**

Our study demonstrates that cell type-specific RNA regulation is important for fine tuning motoneuron physiology and highlights the value of defining RNA processing regulation at single cell type resolution.

**Electronic supplementary material:**

The online version of this article (10.1186/s13059-018-1493-2) contains supplementary material, which is available to authorized users.

## Background

A thorough understanding of the complexities of the mammalian central nervous system (CNS) requires detailed knowledge of its cellular components at the molecular level. RNA regulation has a central role in establishing cell identity and function across the numerous cell types in the CNS [1–7]. Traditional whole tissue-based methods are particularly limited in their power to delineate cell type-specific RNA regulation in the mammalian CNS due to its vast cellular diversity and architectural complexity. While separation or induction of specific cell types in vitro provides a practical way for cell type-specific analyses [1–3, 8, 9], alteration of cellular biology due to loss of physiological contexts presents a significant caveat to this approach.

Recent technological breakthroughs using RiboTag and BAC-TRAP mouse lines have allowed for translational profiling at single cell type resolution [10–13]. These studies revealed remarkable differences in the population of translating mRNAs across various CNS cell types, highlighting the degree of molecular heterogeneity among neuronal cells. These methods offer important ways to study translated mRNAs in specific cell types, but do not provide a way to define other types of cell type-specific RNA regulation. Here we develop a complementary and more general means to study RNA processing and regulation in a cell type-specific manner.

RNA processing is regulated by RNA-binding proteins. Two of the best-studied are NOVA1 and NOVA2, neuron-specific KH-type RNA-binding proteins that bind to YCAY motifs and regulate alternative splicing and polyadenylation [14–16]. Using crosslinking and immunoprecipitation (CLIP), a method that allows stringent purification of protein–RNA complexes captured in vivo, we identified NOVA targets in mouse neocortex [16–19], and have estimated that NOVA participates in the regulation of ~ 7% of brain-specific alternative splicing events in mouse neocortex [20]. Interestingly, NOVA targets are specifically enriched for transcripts encoding proteins with synaptic functions—a group of transcripts that drives CNS cell type diversity [13, 15].

Indeed, NOVA proteins are essential for the function of multiple neuronal cell types [21–24]. In particular, we previously uncovered a pivotal role for NOVA in maintaining spinal motoneuron (MN) survival and physiology [5, 21, 25]. Here, to more precisely define NOVA-regulated RNA processing in spinal MNs, we developed a new strategy combining BAC-transgenic mice and CLIP to identify MN-specific RNA regulation. NOVA targets in MNs were especially enriched for genes encoding microtubule-, tubulin-, and cytoskeletal protein-binding proteins. These results led us to uncover a NOVA-mediated RNA processing event differentially regulated in MNs involving a cytoskeleton protein, Septin 8, which controls dendritic complexity. Cell type-specific CLIP revealed a previously unidentified role of NOVA in MNs, highlighting the importance of cell type-specific analysis of RNA regulation.

## Results

### BAC transgenic mice express epitope-tagged NOVA specifically in motoneurons

*Nova1* and *Nova2*, the two mammalian *Nova* paralogs, encode proteins harboring three nearly identical KH-type RNA binding domains. *Nova* genes are widely expressed among various neuronal cell types in the spinal cord, including the MNs. For NOVA2, two isoforms arise from alternative translational start sites, which do not shown detectable RNA binding differences (Yano Y. and Darnell R. B., unpublished data). Our strategy to study MN-specific NOVA regulation is twofold—to express AcGFP (*Aequorea coerulescens* green fluorescent protein)-tagged NOVA specifically in MNs, followed by CLIP using antibodies against the AcGFP epitope tag.

To test if an N-terminal AcGFP tag alters NOVA RNA binding specificity, we compared global RNA binding profiles of untagged and AcGFP-tagged long NOVA2 isoform. NIH/3T3 cells ectopically expressing NOVA2 or AcGFP-NOVA2 were subjected to HITS-CLIP using antibodies against NOVA and GFP, respectively (Additional file 1: Supplemental material and methods; Additional file 2: Figure S1A). We generated complex NOVA:RNA interactomes for both tagged and untagged NOVA2, as defined by 1,775,101 unique CLIP reads for NOVA2 and 9,778,818 for AcGFP-NOVA2. Both sets of CLIP data showed comparable genomic distributions (Additional file 2: Figure S1B). We identified NOVA2 and AcGFP-NOVA2 CLIP peaks, defined as regions with significantly higher CLIP tag coverage than gene-specific background expected from uniform random distribution [26, 27]. The canonical NOVA recognition motif, YCAY, was enriched around NOVA2 and AcGFP-tagged NOVA2 CLIP peaks to the same degree (Additional file 2: Figure S1C, D; R^2^ = 0.94), with tetramers that may overlap YCAY by three or more nucleotides (YCAY, NYCA, CAYN) showing the highest enrichment at both NOVA2 and AcGFP-NOVA2 peaks (red dots in Additional file 2: Figure S1D). These indicate that the N-terminal AcGFP tag does not perceptibly alter NOVA2 binding to its cognate RNA motifs.

Having confirmed the RNA binding fidelity of AcGFP-tagged NOVA2, we generated transgenic mice expressing AcGFP-tagged NOVA2 long isoform under the MN-specific choline acetyltransferase (*Chat*) promoter. The AcGFP-Nova2 cassette was inserted into a bacterial artificial chromosome (BAC) harboring the *Chat* promoter through homologous recombination (Fig. 1a) [28]. The engineered BAC was injected into fertilized C57BL/6 oocytes and two Chat:GFP-Nova2 BAC transgenic lines, #6 and #17, were selected and maintained from five original founder lines.

**Fig. 1:**
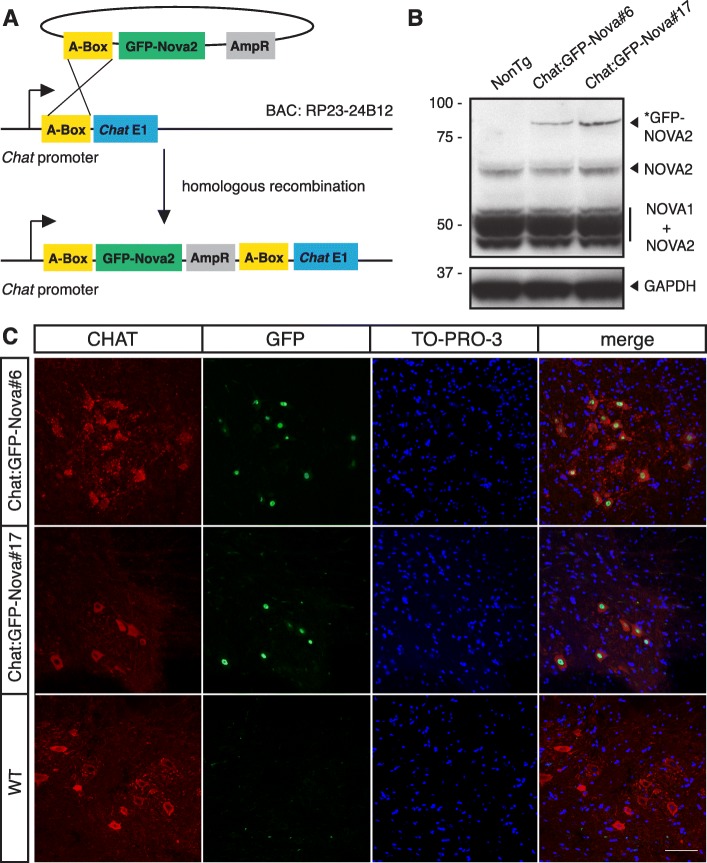
BAC-transgenic mouse lines express AcGFP-tagged NOVA2 in MNs. **a** The generation of recombinant BAC. A-box, a ~ 500-nt sequence homologous to the mouse *Chat* 5′ UTR region, mediated the insertion of a plasmid containing GFP-Nova2 coding sequence downstream of *Chat* promoter. **b** Western blot of spinal cord lysate from wild type (*WT*) mice and mice from Chat:GFP-Nova2 #6 and #17 lines using human anti-NOVA serum. The 93-kD GFP-NOVA2 was expressed only in transgenic spinal cords. GAPDH was blotted as a loading control. **c** Immunofluorescence on spinal cord transverse sections using antibodies against CHAT and GFP, and counterstained with TO-PRO-3. *Scale bar* represents 50 μm

Chat:GFP-Nova2 transgenic mice were born at expected Mendelian ratios and were phenotypically indistinguishable from wild-type littermates throughout their lifespan (data not shown). Expression of the GFP-NOVA2 fusion protein was confirmed in the spinal cords of both Chat:GFP-Nova2 lines, but not the wild-type controls (Fig. 1b). To assess the MN-specific expression pattern of the transgene, we performed immunofluorescence staining on spinal cord transverse sections. GFP-NOVA2 expression was confined to CHAT-positive neurons in the transgenic lines (Fig. 1c). Thus, we have successfully established transgenic mouse lines with epitope-tagged NOVA specifically expressed in MNs.

### HITS-CLIP generates a robust transcriptome-wide NOVA–RNA interaction map in motoneurons

To define NOVA binding sites in MNs, we undertook HITS-CLIP on Chat:GFP-Nova2 spinal cords using a mixture of two monoclonal antibodies against GFP to maximize avidity and specificity. GFP immunoprecipitation was performed using wild-type or transgenic spinal cords with or without UV crosslinking, followed by ^32^P-labeling of bound RNA. The presence of labeled GFP-NOVA2–RNA complexes was dependent on both UV crosslinking and the expression from the Chat:GFP-Nova2 transgene, further demonstrating the specificity of GFP-NOVA2 CLIP under these conditions (Fig. 2a, lanes 1–3). Partially digested RNA crosslinked to GFP-NOVA2 was subjected to subsequent library preparation steps (Fig. 2a, lane 4; “Methods”). Importantly, the production of cDNA was dependent on reverse transcriptase (Fig. 2b), confirming the absence of DNA contaminants in the CLIP RNA libraries. cDNA inserts between 30 and 80 nucleotides (nt; Fig. 2b) were selected for next-generation sequencing (NGS) and further analysis.

**Fig. 2:**
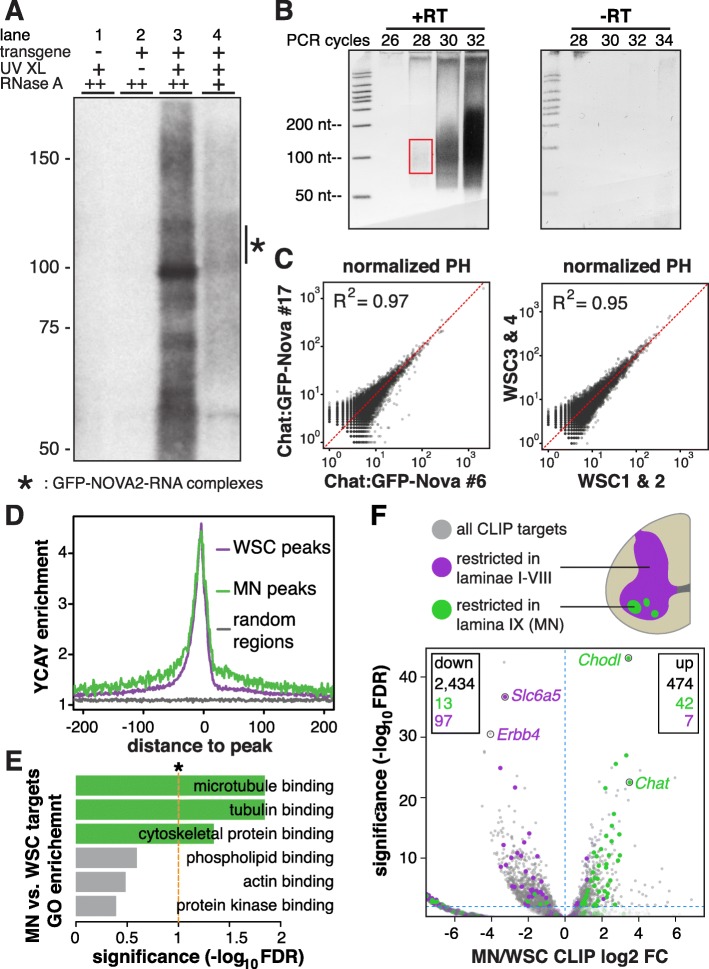
MN CLIP generated a bona fide and robust MN NOVA binding profile. **a** Autoradiogram showing NuPAGE separation of radio-labeled GFP-NOVA2–RNA complexes. Both the transgene and UV crosslinking were required for the presence of radio-labeled GFP-NOVA2–RNA complex (lanes 1–3), which appeared as a smear from 100 to 125 kD with partial RNase digestion and collapsed to a band around 95 kD in high RNase concentration (lanes 3 and 4). **b** Representative RT-PCR polyacrylamide gel images for CLIP library cloning. *Left panel* shows RT-PCR products at incremental PCR cycle numbers and *right panel* shows control reactions without reverse transcriptase. The *red box* indicates the cDNA (with 5′ and 3′ linkers) size range purified for subsequent cloning and sequencing. **c** Pairwise correlation of normalized CLIP peak height (*PH*) between #6 and #17 transgenic lines and between two WSC groups. Normalized PH is the sum of raw CLIP reads in a given peak normalized to the read depth of each individual experiment. For comparison purpose, CLIP reads in WSC groups were randomly downsampled in the same number of peaks (27,628) to match the complexity of MN CLIP. **d** Enrichment of YCAY around CLIP peaks. YCAY enrichment is calculated by normalizing the number of YCAY motifs starting at a given position relative to all WSC or MN CLIP peaks to the expected YCAY frequency based on random base distribution. **e** Molecular function GO enrichment of MNs relative to WSC NOVA targets. FDR values were calculated using hypergeometic test, followed by Benjamini-Hochberg multiple test correction. The top six GO terms with the smallest FDR values are shown. *Horizontal bars* shows significance of GO enrichment, with significantly enriched GO terms in *green*, and nonenriched in *gray*. *Dashed line* marks the FDR value 0.1. **f** Volcano plot of gene-wise CLIP read enrichment in MNs versus WSC. Illustration of spinal cord transverse section is shown on the *top right corner*, with Rexed laminae I–VIII in *purple* and lamina IX in *green*. Genes with a restricted expression pattern in Rexed lamina IX and laminae I–VIII, as curated by the Allen Spinal Cord Atlas, are shown as *green* and *purple dots*, respectively. All other NOVA CLIP targets are displayed as *gray circles*. Two MN and two interneuron marker genes are labeled. The numbers of NOVA CLIP targets with enriched or depleted NOVA binding in MNs are indicated at the upper right and left corners of the chart, respectively, with font colors indicating the Allen Spinal Cord Atlas curated subgroups. The *horizontal blue dashed line* denotes FDR value 0.01

Four sets of biological replicate HITS-CLIP experiments were performed on each Chat:GFP-Nova2 transgenic line, with each biological replicate consisting of pooled spinal cord samples from five to seven 3-month-old mice. We obtained a total of 2,023,726 unique CLIP reads from these eight biological replicates. Since AcGFP-Nova2 expression is confined to MNs, we refer to this group of CLIP reads as MN NOVA CLIP reads. As a reference to all NOVA binding sites in the whole spinal cord, we additionally performed four standard NOVA CLIP experiments on endogenous NOVA1 and NOVA2 in 3-month-old wild-type mouse whole spinal cords (WSC), generating 17,353,049 unique WSC NOVA CLIP reads (Additional file 2: Figure S2A; Additional file 3A). CLIP reads from MN CLIP showed higher intronic and less exonic distribution compared to those from WSC CLIP (*p* = 4.2 × 10^− 7^; Additional file 2: Figure S2B).

NOVA peaks in MN and WSC CLIP datasets were defined separately [27]. A total of 25,681 CLIP peaks (*p* ≤ 0.01) were identified for MN NOVA CLIP, which harbor CLIP reads originating from at least four of the eight biological replicates (biologic complexity (BC) ≥ 4 out of 8; Additional file 3 B) [16]. In parallel, we identified 218,794 WSC NOVA peaks represented in at least two out of four biological replicates (BC ≥ 2 out of 4; Additional file 3C). The CLIP data from our two transgenic lines was highly correlated (R^2^ = 0.97), as were WSC CLIP reads (Fig. 2c), underscoring the ability of cell type-specific HITS-CLIP to reproducibly and quantitatively measure in vivo cellular protein–RNA interactions.

MN HITS-CLIP generated a genome-wide binding profile characteristic of endogenous NOVA proteins. The canonical NOVA binding motif YCAY was significantly and similarly enriched around MN and WSC CLIP peaks (Fig. 2d). WSC NOVA CLIP peaks mapped to 12,445 mm9-annotated Entrez genes, including to the alternative spliced regions of 303 out of 335 known NOVA-regulated genes (Additional file 3D); MN CLIP peaks mapped to 4450 Entrez genes, including to 174 known NOVA-regulated alternatively spliced regions (Additional file 3E) [20]. It is of note that when compared to all NOVA-regulated genes in the WSC, this subset of MN NOVA targets are especially enriched for genes encoding microtubule-binding (GO:0008017), tubulin-binding (GO:0015631), and cytoskeletal protein-binding proteins (GO:0008092) (hypergeometric test, false discovery rate (FDR) < 0.05; Fig. 2e and Additional file 3F), suggesting specialized functions for NOVA–RNA regulation in MNs.

Since transcript abundance directly affects CLIP signal intensities, we expected to see higher MN/WSC CLIP signals on MN-enriched transcripts. Therefore, we tested whether transcripts known to be enriched in MN, when compared with WSC, showed enrichment of NOVA binding in MN NOVA CLIP. The numbers of WSC or MN CLIP reads within respective peaks were summed for each gene, followed by analysis using the Bioconductor edgeR package [29] to identify genes with differential enrichment of CLIP reads in MN or WSC; 474 and 2434 transcripts showed enriched and depleted NOVA binding in MN compared to WSC, respectively (FDR ≤ 0.01; Fig. 2f and Additional file 3G, H). Consistent with the cell type specificity of GFP-NOVA2 CLIP, the known MN markers *Chat* and *Chodl* were among the top transcripts with the most significantly enriched GFP-NOVA2 CLIP reads coverage (FDR = 2.61 × 10^− 23^ and 8.39 × 10^− 44^, respectively; Fig. 2f) [30]. Conversely, *Slc6a5*, a glycine transporter gene known as an inhibitory neuron marker [31], as well as *Erbb4*, an interneuron-restricted receptor tyrosine kinase [32, 33], were two transcripts with the most significantly depleted MN CLIP reads coverage (FDR = 1.84 × 10^− 37^ and 2.31 × 10^− 31^, respectively, Fig. 2f).

We further systematically examined transcripts with well-defined anatomic expression patterns in spinal cord. Spinal cord gray matter exhibits a pattern of lamination consisting of ten laminal layers, with large alpha-MN pools located in lamina IX [34]. Based on the Allen Spinal Cord Atlas generated and curated in situ hybridization data [35], 166 transcripts are exclusively expressed in lamina IX, of which 55 displayed differential NOVA binding (FDR ≤ 0.01) in MN. Meanwhile, 301 transcripts are restricted in one or more laminae other than lamina IX, of which 104 showed significant differential NOVA binding (FDR ≤ 0.01). Among this group of 159 (55 + 104) transcripts with differential NOVA binding in MN, the enrichment or depletion of NOVA CLIP signals on these transcripts in MN compared to WSC were highly concordant with transcript spatial expression patterns (green and purple dots in Fig. 2f), in that 42 of the 55 (76%) lamina IX enriched transcripts had enriched NOVA binding in MN (*p* < 2.2 × 10^− 16^, chi-squared test), and 97 out of the 104 (93%) lamina I–VIII enriched transcripts had lower NOVA binding in MN (*p* = 0.007, chi-squared test). Taken together, we conclude that HITS-CLIP in Chat:GFP-Nova2 lines captured MN-specific transcriptome-wide NOVA–RNA interactions.

### NOVA displays MN-specific binding patterns

We were particularly interested in NOVA binding sites along a given gene that were disproportionally over- or under-represented in MNs compared to WSC (Additional file 2: Figure S3). To identify such NOVA–RNA interactions, we bioinformatically pooled WSC and MN CLIP reads to define peak regions referred as “joint peaks” (JPs), and grouped these JPs by genes (Additional file 2: Figure S3 and “Methods”). For each gene with two or more JPs, we performed pairwise Fisher’s exact test to identify JPs with disproportionally enriched MN or WSC CLIP reads (Additional file 2: Figure S3). This subset of JPs denotes NOVA binding sites over- or under-represented in MN compared to WSC.

Using this method, we identified 121,216 genic JPs after performing our peak-finding algorithm on pooled WSC and MN CLIP reads and filtering for biological reproducibility (Additional file 2: Figure S3). Analysis of intronic and exonic JPs as two separate groups revealed 707 (1.07%) over- and 160 (0.24%) under-represented intronic JPs in MNs (Fig. 3a and Additional file 4A), as well as 1058 (2.34%) over- and 407 (0.90%) under-represented exonic JPs in MNs (FDR ≤ 0.1, fold change ≥ 2; Fig. 3b and Additional file 4B). The AcGFP epitope tag does not significantly account for the observed NOVA binding differences between MN and WSC (Additional file 2: Figure S4A–C and Fig. 3a, b). Examples of disproportionally over- and under-represented NOVA binding sites are shown in Fig. 3c (intronic) and 3d (exonic).

**Fig. 3:**
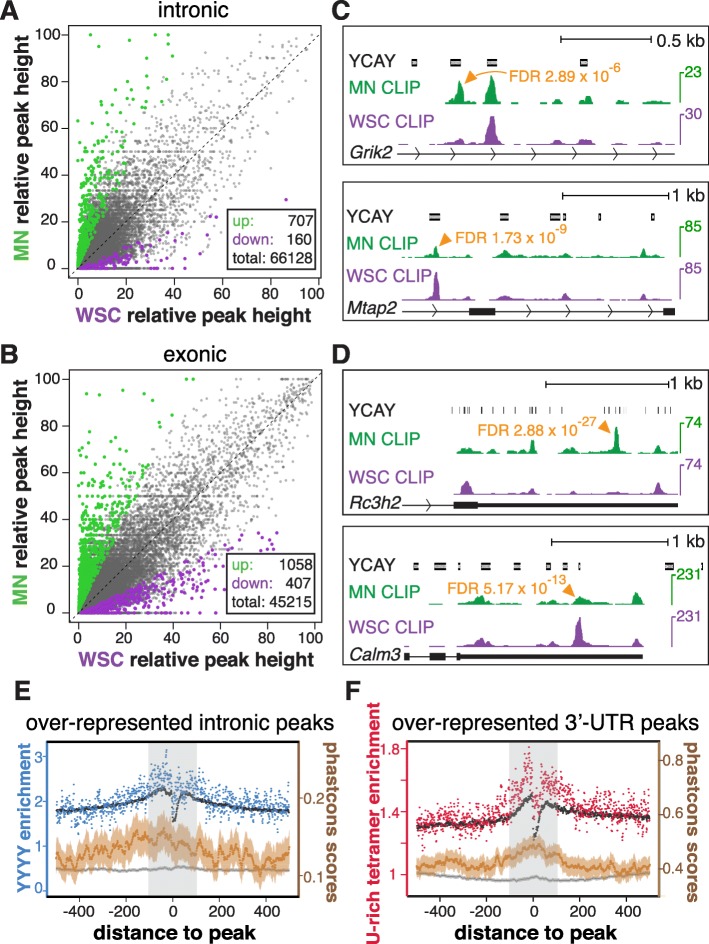
NOVA displays MN-specific binding patterns. **a, b** Pairwise comparison of intronic and exonic relative NOVA peak heights in MNs and WSC using the method illustrated in Additional file 2:Figure S3. Relative NOVA peak heights in introns or exons are calculated as following: 100 × Number of MN or WSC CLIP reads in a JP/Number of MN or WSC CLIP reads in all intronic or exonic JPs in the corresponding gene. NOVA peaks disproportionally over- or under-represented in MN (FDR ≤ 0.1, fold change ≥ 2) are shown in *green* and *purple*, respectively. The numbers of differential peaks and total peaks with sufficient coverage for the analysis are shown in the *boxes*. **c, d** UCSC genome browser images illustrating disproportionally different intronic (**c**) an exonic (**d**) NOVA binding sites in MNs. The YCAY track demarcates clusters of NOVA binding motifs. The WSC and MN CLIP tracks are pooled HITS-CLIP results, normalized for the displayed regions so that the highest unchanged peaks in WSC and MN share the same height. Significantly different NOVA binding sites between MNs and WSC are marked by *arrowheads* with FDR values indicated. UCSC gene annotation and transcript direction are shown at the bottom of each panel. **e, f** Positional enrichment of YYYY and U-rich tetramers and phastcons scores around intronic (**e**) and 3′ UTR (**f**) NOVA peaks over-represented in MNs, respectively. YYYY and U-rich tetramer enrichment is calculated from motif frequencies at each base position relative to over-represented (*blue* or *red*) or all (*black*) MN CLIP peaks in introns or 3′ UTRs, normalized by their expected frequencies based on random base distribution. Phastcons scores are plotted with *solid dots* denoting the mean phastcons values at a given base position, and *lighter lines* denoting 95% confidence intervals. *Dark gray* and *brown* represent phastcons scores around all and over-represented intronic/3′ UTR NOVA peaks, respectively. Motif enrichment scales are on the *left* and phastcons score scales are on the *right*. *Light gray boxes* highlight regions 100 nt around NOVA peaks

We examined potential RNA sequence signatures around MN-specific NOVA binding sites (FDR ≤ 0.1, fold change ≥ 2) by analyzing neighborhood tetramer distributions. We discovered a marked overrepresentation of polypyrimidine (YYYY) tetramers around intronic NOVA binding sites over-represented in MN (Fig. 3e), as well as a striking enrichment of U-rich (two or more uridines) tetramers around 3′-UTR NOVA binding sites over-represented in MN (Fig. 3f). For both polypyrimidine and U-rich tetramers, differential enrichment is confined to regions 100 nt up- and downstream of over-represented MN peaks (Fig. 3e, f). Interestingly, regions flanking changed MN peaks are evolutionarily more conserved compared to all intronic or 3′-UTR NOVA peaks (Fig. 3e, f), suggesting the potential functional importance of differential NOVA binding sites in MN. Taken together, these data suggest that a large number of binding sites are differentially bound by NOVA independent of potential transcript level variations between WSC and MN, such that NOVA displays MN-specific binding patterns.

### MN-specific NOVA binding predicts MN-specific alternative splicing

Since NOVA plays an important role in regulating neuronal transcript splicing, we tested whether MN-specific NOVA binding correlates with MN-specific alternative splicing. We took advantage of a high quality MN RNA-seq dataset, where spinal MNs in 3-month-old wild-type mice were collected by laser capture microdissection (LCM) and subjected to RNA-seq [36]. 

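The WSC transcriptome was measured in 2 RNA-seq libraries, 1 from the spinal cord of a male mouse and 1 from that of a female mouse. Both mice carried the SOD1 WT transgene in a mixed SJL/B6 background, and their age is 3 months in the methods and 12 weeks in the sample labels. As the methods describe, poly(A)-selected RNA was sequenced as 100-nt paired-end reads, which the authors trimmed to 74 nt, mapped to the mouse mm9 genome and its exon junctions with OLego, and kept only where the mapping was unambiguous. For each library the authors deposited the number of reads on each of 19215 genes with its RPKM (reads scaled to the length of the gene's exons and to the total of reads on genes), and for each of 13189 cassette exons the number of reads on the exon itself, on the junction that joins it to the exon before, on the junction that joins it to the exon after, and on the junction that skips it. A cassette exon is an internal exon that a transcript either includes or skips. The inclusion rate was computed here as the mean of the reads on the 2 inclusion junctions, divided by that mean plus the reads on the skipping junction. Reads on the exon body did not enter the rate. Adding them to inclusion reads that were not averaged moved the rates most (median absolute difference from the paper's WSC rates 0.142, against 0 for the junction formula). Leaving out the averaging alone gave 0.114, so most of this move does not come from exon body reads. As a check of the sex labels, the Y-linked gene *Ddx3y* had 6248 reads in the male library and 34 in the female library. With 1 library of each sex, a difference between the libraries is a difference between 2 libraries and not between the sexes, and errors are given as the SD of n = 2. The MN RNA-seq dataset of the earlier study was not analysed here, and every MN value given beside the WSC values is the paper's.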

For the WSC transcriptome, we performed RNA-seq on age-, genotype-, and strain background-matched whole spinal cords. 

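The male WSC library had 72006019 reads on genes and the female WSC library 65625173. The methods give 74444847 and 81175598 mapped reads for the WSC replicates without naming the sex of either, and the deposited RPKM values use the reads on genes as their total. On the junctions of the 13189 cassette exons, the male library had 2150069 reads, with a median of 47 per exon, and the female library had 1913572, with a median of 40. No junction read covered 1730 of the exons in the male library and 1711 in the female library. Across genes, which are not independent replicates, Pearson's r between the libraries was 0.994 on log2(RPKM + 0.1). Where an inclusion rate is given for a single library, its 95% Wilson interval follows from its junction reads, with the reads of both inclusion junctions averaged as in the rate. The reads carry no molecular identifiers, so these intervals cover counting error only.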

Approximately 36 and 80 million mappable reads were obtained from either biological replicates of MN and WSC RNA-seq, respectively, and alternative splicing analysis was performed as described [26] (http://zhanglab.c2b2.columbia.edu/index.php/Quantas).

Around 30% (1620 out of 5418) of MN-expressed alternative exons showed biologically consistent differential splicing in MNs compared to WSC (FDR ≤ 0.1, BC = 2 out of 2; Fig. 4a and Additional file 5A). 

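Of the 13189 cassette exons, 9396 were covered by at least 10 junction reads in each WSC library. The paper's methods ask for a junction coverage over 10 without stating whether this holds for each library, so the minimum used here is not the paper's own. With at least 10 reads in the 2 libraries together, 10605 exons were covered. Whether an exon was also expressed in MNs was not analysed here. Additional file 5A was read for 1998 differentially spliced events with FDR up to 0.0531, of which 972 were cassette exons, and 923 of these entries were matched by position and rate to 920 exons with WSC counts. For the 717 entries with a single exon at their position, the inclusion rates computed from the counts differed from the paper's WSC rates by a median of 0, with the female library matching the paper's first WSC replicate and the male library the second. With the libraries exchanged the median difference was 0.0502. The paper's mean MN rate was higher than its mean WSC rate for 531 of the 972 cassette exons and lower for 441, with a median absolute difference of 0.202 on the scale of dI.

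The difference between the paper's mean MN rate and the WSC mean computed here was larger than the difference between the 2 WSC libraries for 852 of the 923 entries (92.3%, 95% Wilson interval 90.4% to 93.9%). A high share is largely built in, because the paper selected these entries for a difference between MNs and the same 2 WSC libraries that is consistent between replicates, and the same holds for the 5 exons below. Against 2 times the difference between the libraries it was larger for 72.0%, the alternative that moved this share most. The 5 cassette exons with the smallest FDR in Additional file 5A had from 353 to 3242 junction reads per WSC library. *Ergic3* has a 15-nt exon at 155841113 to 155841127 on chromosome 2 (mm9), which was included in 43.2% ± 5.93 (SD, n = 2) of WSC transcripts against the paper's 94.8% ± 1.41 (SD, n = 2) in MNs. The 54-nt exon of *Clta* at 44043087 to 44043140 on chromosome 4 was included in 70.1% ± 3.84 in WSC against the paper's 97.0% ± 0.114 in MNs, and the 30-nt exon of *Ppp3ca* at 136594975 to 136595004 on chromosome 3 in 19.5% ± 0.755 against 52.9% ± 4.15. The 21-nt exon of *Cltc* at 86514563 to 86514583 on chromosome 11 was included in 65.3% ± 0.208 in WSC against the paper's 87.2% ± 0.458 in MNs. The 168-nt exon of *Aplp2* at 30975146 to 30975313 on chromosome 9 differed in the other direction, with 27.9% ± 4.52 in WSC against the paper's 6.49% ± 0.829 in MNs. For each of these 5 exons the WSC rates of both libraries lay on the same side of both MN rates.

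The paper's test was also run between the 2 WSC libraries, where its requirement of consistency between replicates cannot be applied. Two-sided Fisher's exact tests on the authors' counts of reads for inclusion (exon body and both junctions) and for skipping, with Benjamini-Hochberg adjustment, called 400 of the 9396 exons (4.26%) at FDR ≤ 0.1. The inclusion rate was higher in the male library for 201 of these exons, higher in the female library for 185 and equal for 14. Junction reads only gave 310 exons.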

Strikingly, an even higher proportion of MN-expressed *Nova* targets are differentially spliced between MNs and WSC (281 out of 626, 45%, FDR ≤ 0.1, BC2 out of 2; Fig. 4a). 

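Each of the 9396 cassette exons covered in WSC was assigned to a NOVA target gene or to another gene with the paper's list of known *Nova* targets that have WSC CLIP peaks (Additional file 3D), of whose 303 genes 300 were found by symbol among the genes with WSC counts. The exons of known *Nova* targets could be told apart by gene only. Of 856 covered exons in 260 target genes, 196 (22.9%) were among the cassette exons matched from Additional file 5A, against 716 of 8540 (8.38%) in other genes. The odds ratio was 3.25 (95% confidence interval 2.72 to 3.87, two-sided Fisher's exact test, p = 1.77e-33). Exons of one gene are not independent, and with genes as units, the alternative that moved this result most, 112 of 260 target genes (43.1%) had at least 1 listed exon against 589 of 4652 other genes (12.7%), an odds ratio of 5.22 (two-sided Fisher's exact test, p = 1.57e-31). This odds ratio is raised by the number of covered exons, 3.29 per target gene against 1.84 per other gene, since a gene with more exons has more chances to be listed. Within strata of genes with 1, 2, 3, 4 and 5 or more covered exons, an alternative chosen after the data were seen, the Mantel-Haenszel odds ratio was 3.18 (95% confidence interval 2.40 to 4.21). Target genes were also read more deeply, with a median of 200 junction reads per exon in the 2 libraries together against 157 in other genes. The share of listed exons rose with depth in both classes. Across 5 strata of exons by junction reads it went from 6.30% to 39.1% in target genes and from 2.85% to 14.7% in other genes, and within the strata the Mantel-Haenszel odds ratio was 3.09 (95% confidence interval 2.58 to 3.71). The paper made its comparison (Fig. 4a) among exons expressed in MNs, a filter that was not applied here. From the enrichment of *Nova* targets among exons differentially spliced in MNs, the paper proposes that *Nova* contributes to MN-specific splicing patterns.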

The significant enrichment of *Nova* targets among exons differentially spliced in MNs (*p* < 2.2 × 10^− 16^, hypergeometric test) suggests that *Nova* contributes in an important way to MN-specific splicing patterns.

**Fig. 4:**
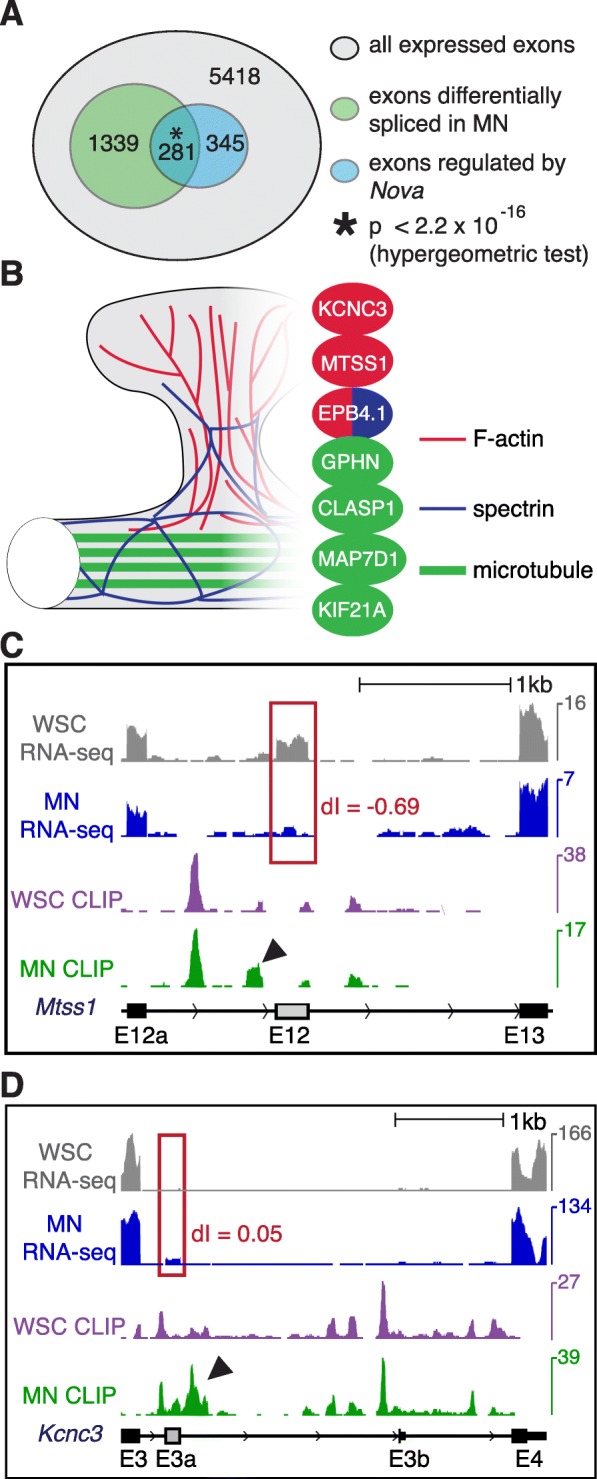
MN-specific NOVA binding correlates with MN-specific alternative splicing. **a** Venn diagram showing overlap between cassette exons differentially spliced in MN and known *Nova* targets [20] among all expressed alternative exons (see “Methods”). *P* value is calculated by hypergeometric test. **b** Illustration of cytoskeleton structures in part of a dendrite and a dendritic spine. Actin filaments are represented in *red*, microtubules in *green*, and spectrin in *navy*. Differentially regulated MN NOVA targets are represented in colors corresponding to their interacting cytoskeletal component(s). **c, d** UCSC genome browser images illustrating correlation between differential NOVA binding and MN-specific alternative splicing in the cases of *Mtss1* E12 (**c**) and *Kcnc3* E3a (**d**). The YCAY track demarcates clusters of Nova-binding motifs. WSC and MN RNA-seq tracks are RNA-seq results from 3-month-old whole spinal cord (this study) and laser dissected motoneurons [36], respectively, with biological replicates pooled. For alternative splicing visualization, these two tracks share the same maximum heights of flanking exons. Exons differentially spliced (FDR ≤ 0.1) in MNs versus WSC are highlighted in *red boxes*. The WSC and MN CLIP tracks are pooled HITS-CLIP results, normalized for the given regions so that the highest unchanged peaks in WSC and MN share the same height. Read coverage of RNA-seq and CLIP are scaled on the right axes from zero to the indicated reads per million. Significantly different NOVA binding sites between MNs and WSC (FDR ≤ 0.1) are marked by *arrowheads*. UCSC gene annotation and transcript direction are shown at the bottom of each panel, with alternative exons marked in *gray*. For *Mtss1* E12, an increase of the NOVA peak (*arrowhead*) immediately upstream in MNs correlates with increased E12b inclusion in MNs. Similarly, a dramatic increase of NOVA binding immediately downstream of *Kcnc3* E3a (*arrowhead*) correlates with activated E3a splicing in MNs

We tested whether MN-specific NOVA binding correlated with MN-specific alternative splicing. Although NOVA binding in broader regions may influence splice site choice, high confidence predictions on whether NOVA promotes or represses alternative exons is achieved when NOVA binds within a window of 400 nt around the regulated exons [16]—upstream binding highly correlates with splicing repression, and downstream binding with splicing activation. Transcriptome wide, 13 NOVA binding sites over- or under-represented in MNs (FDR ≤ 0.1) are located in these regulatory “hotspots” around alternative exons with RNA-seq coverage sufficient for analysis. Interestingly, the majority of these exons (9 out of 13, 69%) showed MN-specific splicing patterns (FDR ≤ 0.1). 

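Of the 9 alternative exons in Additional file 5B, 8 are analysed here. The inclusion rates of the 8 in WSC averaged 49.7% ± 4.15 (SD of the mean over exons, n = 2 libraries) and ranged from 25.7% to 80.2%. The exon of *Gphn* on chromosome 12 at 79594937 to 79595044 (mm9) was included in 28.9% ± 2.13 (SD, n = 2) of WSC transcripts, with 161 and 142 junction reads in the male and the female library, and the paper's MN rate is 2.49% ± 0.0655. The exon of *Clasp1* on chromosome 1 at 120432712 to 120432774 had 31.9% ± 2.05 in WSC against the paper's 79.5% ± 18.1 in MNs, but with only 45 and 36 junction reads and none on its first junction in either library. For *Epb4.1l3* (chromosome 17, 69630373 to 69630447) the rates were 48.4% ± 5.31 in WSC and, in the paper, 65.9% ± 3.79 in MNs, for *Kif21a* (chromosome 15, 90783142 to 90783249) 58.2% ± 4.79 and 74.5% ± 1.58, and for *Pja2* (chromosome 17, 64647065 to 64647250) 25.7% ± 1.70 and 34.3% ± 5.07. The exon of *Adam22* (chromosome 5, 8087982 to 8088068) had 50.4% ± 18.0 and that of *Map7d1* (chromosome 4, 125915766 to 125915876) 80.2% ± 0.627 in WSC, and their MN rates were not used here. A second *Map7d1* event, with another 5′ splice site of the exon before it and fewer junction reads, had 94.9% ± 5.65. The exon of *Mtss1* is given below with its junctions.

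The paper's dI was larger in size than the difference between the 2 WSC libraries for all 8 exons (for *Map7d1*, in the event with more junction reads), by 16.4 times for *Clasp1* and by 1.38 times for *Adam22*. The paper selected these exons for a difference from the same 2 libraries, so a dI larger than the library difference is largely built in. For the second *Map7d1* event it was smaller, 0.823 times the 7.99 percentage points between the libraries. *Adam22* was included in 63.2% in the male library (95% Wilson interval 50.8% to 74.1%) and in 37.7% in the female library (28.8% to 47.5%). In the test between the 2 libraries, which uses the authors' inclusion counts with exon body reads and not these rates, the exons of *Adam22* (two-sided Fisher's exact test, p = 1.06e-07, 4.97e-05 after Benjamini-Hochberg adjustment over 9396 exons) and *Epb4.1l3* (p = 0.000391, adjusted p = 0.0234, same exact test) differed at FDR ≤ 0.1, and the other 6 did not. The paper's dI is positive for 5 of the 8 exons and negative for 3. For *Pja2*, an increase of NOVA binding upstream of the exon predicted less inclusion in MNs, and the rates above are higher in MNs. From the match of the predicted with the observed direction for 8 of the 9 exons, the paper proposes a direct action of NOVA on MN-specific alternative splicing.

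**Figure D1:**
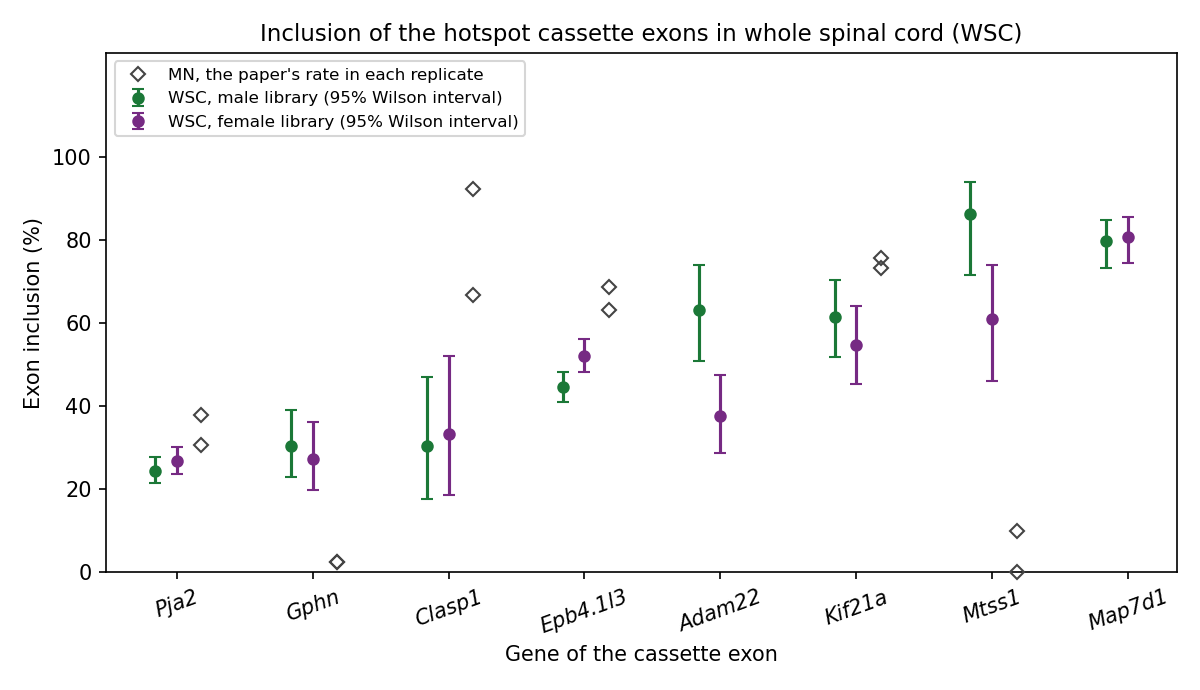
Inclusion rate (%, vertical axis) of 8 cassette exons of Additional file 5B, by gene. Filled points are the male and the female WSC library with 95% Wilson intervals, and open diamonds are the paper's rates in its 2 MN replicates, drawn for the 6 exons for which they were used. The WSC libraries lie farthest apart for *Adam22* (63.2% and 37.7%) and *Mtss1* (86.3% and 60.9%), and for *Gphn* both MN diamonds lie below both WSC points.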

Based on our NOVA–RNA map, differential NOVA binding patterns in MNs compared to WSC correctly predicted increase or decrease of alternative exon inclusion in MNs compared to WSC for eight out of the nine alternative exons (89%) (Additional file 5B; Fig. 4c, d; Additional file 2: Figure S5), consistent with NOVA mediating a direct action to regulate MN-specific alternative splicing.

Intriguingly, the seven genes hosting these nine MN-specific splicing events encode a functionally coherent set of proteins. Six of the seven gene products, i.e., MTSS1, MAP7D1, KIF21A, EPB4.1|3, CLASP1, GPHN, and KCNC3, are known to interact with cytoskeleton components (Fig. 4b) [37–43]. For example, MTSS1 binds to actin monomers and induces membrane protrusion [37, 44]. *Mtss1* harbors two alternatively spliced exons, E12 and E12a, at the 3′ end of its coding sequence, and inclusion of E12a, but not E12, is necessary to promote neuritogenesis [45, 46]. Interestingly, MN CLIP revealed a unique NOVA binding site 109 nt upstream of *Mtss1* E12 in MN (threefold increase in relative peak height; FDR = 0.046; Fig. 4c), which would predict based on the NOVA-RNA map that NOVA binding would inhibit E12 in MNs. Indeed, we observed a remarkably lower E12 inclusion rate in MNs compared to WSC (dI (MN-WSC) = − 0.69, FDR = 9.65 × 10^− 7^; Fig. 4c).

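*Mtss1* is transcribed from the minus strand of chromosome 15. In mm9, E12a (120 nt) spans 58779878 to 58779997 and E12 (195 nt) spans 58778881 to 58779075. In WSC, 32 reads of the male library joined E12 to the exon before E12a, 31 joined E12 to the exon after it, and 5 joined those flanking exons and skipped both E12a and E12, which gives an inclusion rate of 86.3% (95% Wilson interval 71.7% to 94.0%). The female library had 24, 29 and 17 such reads and a rate of 60.9% (46.1% to 74.0%). The mean was 73.6% ± 17.9 (SD, n = 2) against the paper's 5.00% ± 7.07 (SD, n = 2) in MNs, a difference of -0.69 on the scale of dI and 2.70 times the difference between the WSC libraries. The test between the 2 libraries uses the authors' inclusion counts, which add the reads on the exon body, and so does not test the gap between these 2 rates. It did not pass FDR ≤ 0.1 (two-sided Fisher's exact test, p = 0.0152, 0.217 after Benjamini-Hochberg adjustment over 9396 exons).

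Reads that joined E12a do not enter this rate. Of all reads that left the exon before E12a, 58.5% ± 6.41 (SD, n = 2) joined E12a, 29.5% ± 3.56 joined E12 and 12.1% ± 9.97 skipped both, and of the reads that joined either E12 or E12a, 33.5% ± 0.248 joined E12. Both of these settings were chosen after the data were seen. The paper's own list has other entries for these exons, with smaller differences. When the 2 exons are treated as mutually exclusive, the paper's E12a rates are 60.4% and 66.1% in the WSC replicates and 100% and 91.7% in the MN replicates (dI 0.33, FDR = 0.000926), and for E12 between E12a and the exon after it the paper's dI is -0.27 (FDR = 0.00147), against -0.69 above.

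The NOVA peak of Additional file 5B lies in the intron between E12a and E12, at 58779184, 109 nt before E12. The sequence from 58779164 to 58779204, written in the direction of transcription, is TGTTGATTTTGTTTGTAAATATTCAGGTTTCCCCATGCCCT and holds 1 YCAY motif. Within 50 nt on either side of the peak there are 3.

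**Figure D2:**
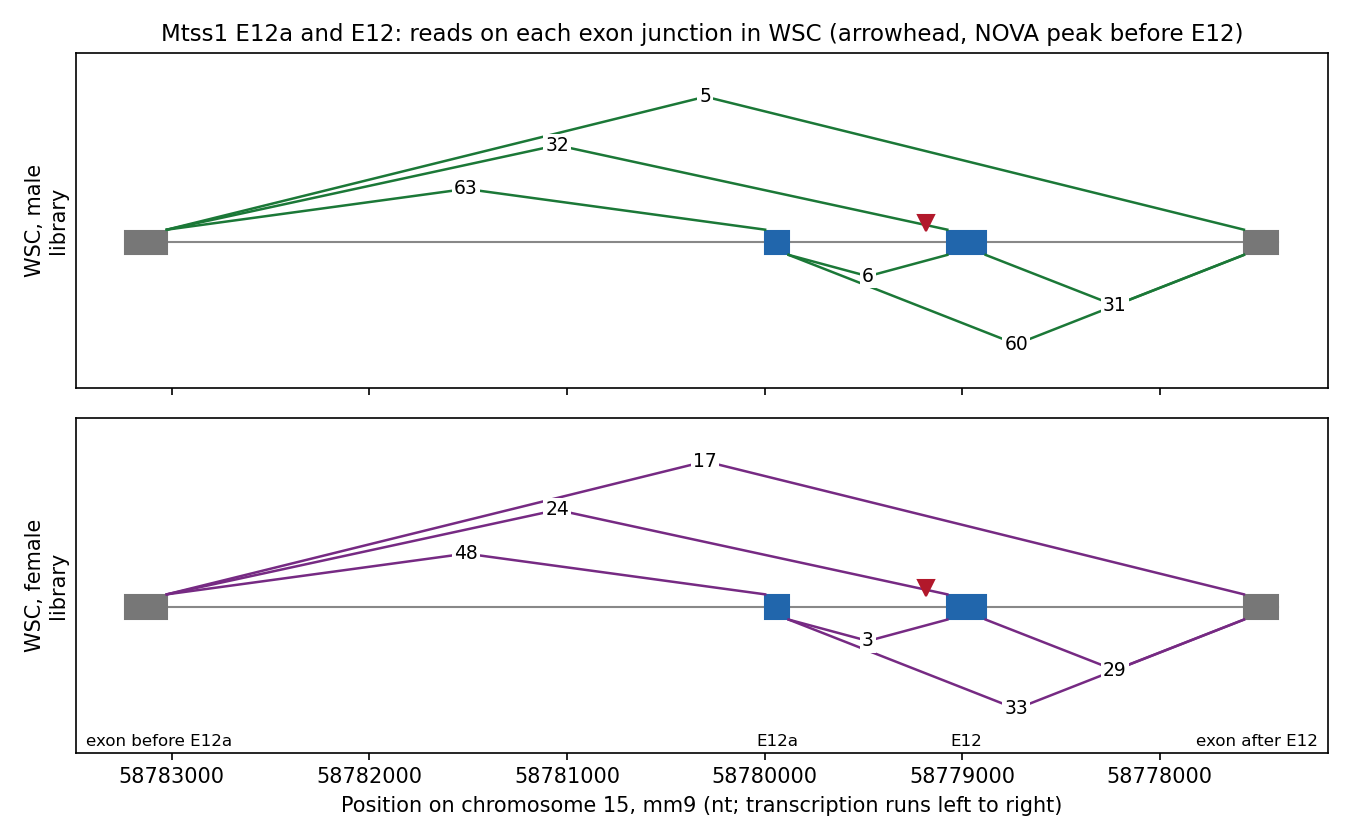
Exons of *Mtss1* from the exon before E12a to the exon after E12, to scale on chromosome 15 (mm9, horizontal axis in nt), in the male (top) and the female (bottom) WSC library. Numbers on the lines are the reads on each junction, the arrowhead is the NOVA peak before E12, and in both libraries more reads leave the first exon for E12a (63 and 48) than for E12 (32 and 24).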

Another example is *Kcnc3*, which encodes a pan-neuronal voltage-gated potassium channel Kv3.3 [47, 48]. MN CLIP and RNA-seq revealed a new alternative exon E3a which showed a significantly higher inclusion rate in MNs compared to WSC (dI (MN-WSC) = 0.05, FDR = 1.38 × 10^− 14^). The increased utilization of E3a in MNs positively correlated with a dramatically enhanced NOVA binding site in MN 121 nt downstream of E3a (fourfold increase, FDR = 4.02 × 10^− 7^; Fig. 4d). Interestingly, inclusion of E3a would lead to a Kv3.3 isoform with an extended C-terminal proline-rich domain, which has been shown to modulate channel inactivation through triggering actin nucleation at the plasma membrane [43]. Taken together, these observations suggest that unique NOVA binding patterns around alternative exons in MNs contribute to MN-specific biology, particularly in shaping the cytoskeleton and regulating cytoskeleton interactions in unique ways within spinal cord MNs.

### NOVA differentially regulates *Sept8* alternative last exon usage in MNs

Regulation of alternative last exon (ALE) usage involves intricate interplay between splicing and cleavage/polyadenylation, two processes both regulated by NOVA [16]. We therefore investigated the potential role that NOVA played in regulating ALE usage in MNs. Sixty-five ALEs in 34 genes were differentially included in MNs compared to WSC (FDR ≤ 0.1, |dI| ≥ 0.2; Fig. 5a and Additional file 6A), with the top differentially utilized ALEs residing in two functionally related genes, *Sept8* and *Cdc42* (Fig. 5a) [49–51]. We also examined the published *Nova2* wild-type and knockout (KO) mouse brain RNA-seq dataset [24], and identified additional NOVA regulation on 17 ALEs in 9 genes (FDR ≤ 0.1, |dI| ≥ 0.2, Fig. 5B and Additional file 6 B). Interestingly, among all genes with ALEs, *Sept8* was the only NOVA target differentially regulated in MNs compared to WSC.

**Fig. 5:**
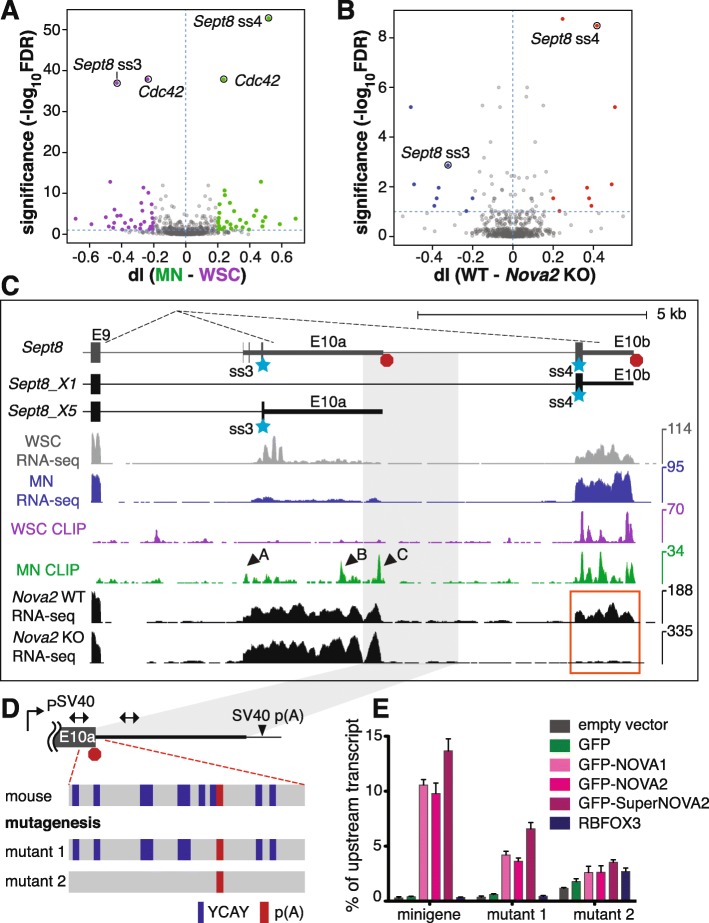
NOVA promotes *Sept8* exon 10b usage in MNs. **a, b** Volcano plot of differential ALE usage in MNs versus WSC (**a**) and *Nova2* wild type (*WT*) versus KO mouse brains (**b**). ALEs with higher inclusion rates in MNs and *Nova2* WT (dI ≥ 0.2, FDR ≤ 0.1) are labeled in *green* and *red*, respectively. ALEs with lower inclusion rates in MNs and *Nova2* WT (dI ≤ 0.2, FDR ≤ 0.1) are labeled in *purple* and *blue*, respectively. The *blue horizontal dashed lines* denote FDR value 0.1. **c** UCSC genome browser images illustrating the correlation between differential NOVA binding pattern and *Sept8* ALE usage in MNs. Partial gene and transcript structures of *Sept8* are shown on top. Alternative last exons 10a and 10b are utilized in the X5 and X1 isoforms, respectively. *Blue stars* mark the two predominant alternative 3′ splice sites used in the adult spinal cord. *Red octagons* mark polyadenylation sites. For WSC and MN RNA-seq and NOVA CLIP tracks, see Fig. 4c, d legend for reference. *Arrowheads* mark significantly over-represented NOVA binding sites in MNs. E18.5 WT and *Nova2* knockout mouse brain RNA-seq are displayed in *black*. Inclusion of exon 10b is dependent on NOVA, as highlighted by the *orange box*. *Light gray box* marks the genomic region included in the Sept8 minigene in **d**. **d** The Sept8 minigene construct. The 3′ end of *Sept8* exon 10a and its adjacent intronic sequence were inserted downstream of the SV40 promoter and upstream of the SV40 poly(A) signal. *Double-arrowed segments* represent qPCR amplicons used for measuring transcription readthrough. The region surrounding the poly(A) signal is enlarged, with YCAY motifs marked in *navy* and the poly(A) signal in *red*. Mutant 1 minigene lacks the two YCAY motifs proximal to the poly(A) signal. The mutant 2 minigene is devoid of YCAY in the 150-nt region surrounding the poly(A) signal. **e** Sept8 minigene assay. COS-1 cells expressing minigene variants and indicated proteins were harvested for RNA isolation and qRT-PCR analysis. Two amplicons illustrated in Fig. 5d were used to measure RNA levels up- and downstream of exon 10a poly(A) sites, respectively. Y-axis represents percentage of downstream relative to upstream transcript level. *Error bars* represent standard error of the mean (SEM) based on three independent replicates

*Sept8* encodes a family member of the septin proteins, which are multi-functional components of the cytoskeleton [52, 53]. In neurons, septins regulate dendritic and axon morphology through modulating actin and microtubule dynamics [54–56]. Although much is known about other septins, SEPT8 is a more recently described family member and less well characterized. Mouse *Sept8* harbors two alternative terminal exons, exon 10a and 10b (Fig. 5c). 

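In mm9, *Sept8* lies on the plus strand of chromosome 11 from 53332759 to 53363067 (GENCODE annotation of the same build). Exon 9 ends at 53351417. The annotated exon 10a reaches from 53354532 to 53357598 in its longest form, and the acceptor at 53354977, the one that Additional file 6A lists for exon 10a, lies 3559 nt past exon 9. Exon 10b spans 53361793 to 53363067, and its acceptor lies 10375 nt past exon 9. The gene had 18463 reads (56.1 RPKM) in the male and 17813 reads (59.4 RPKM) in the female WSC library, a mean of 57.8 ± 2.33 RPKM (SD, n = 2). The counts analysed here cover cassette exons and whole genes and do not separate the last exons. The paper's rates for the acceptor of exon 10a are 73.2% in the WSC replicate whose cassette exon rates match the female library and 71.0% in the one that matches the male library, and for that of exon 10b 22.5% and 22.4%.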

Four mutually exclusive splice acceptors in *Sept8* exons 10a and 10b can directly join downstream of exon 9, with splice acceptors 3 in exon 10a and 4 in exon 10b utilized in > 85% of *Sept8* transcripts in adult mouse spinal cords (Fig. 5c). Comparison of ALE usage altered between *Nova2* wild-type and KO mouse brains [24] showed markedly lower inclusion rate for exon 10b in *Nova2* KO (dI = 0.42, FDR = 3.32 × 10^− 9^; Fig. 5c), suggesting that NOVA promotes splice acceptor 4 usage, exon 10a exclusion, and exon 10b inclusion (Fig. 5c). In MNs, RNA-Seq data indicate that the majority of *Sept8* transcripts use splice acceptor 4 (65% in MNs vs 22% in WSC), while splice acceptor 3 is preferentially bypassed (20% in MNs vs 72% in WSC; Fig. 5c). This observed differential ALE usage between MNs and WSC coincides with higher NOVA binding in MNs at three binding sites located in exon 10a (site A fold change = 10, FDR = 0.0050; site B fold change = 3.4, FDR = 0.0046; site C fold change = 4.4, FDR = 3.84 × 10^− 5^; Fig. 5c). NOVA binding in site C is in a highly conserved YCAY-dense region encompassing the putative polyadenylation site at the 3′ end of exon 10a (Fig. 5d and Additional file 2: Figure S6A).

NOVA has been shown to prevent cleavage/polyadenylation through binding in close proximity to polyadenylation sites [16]. We tested whether NOVA association with the 3′ end of *Sept8* exon 10a blocked cleavage/polyadenylation, thus allowing for RNA polymerase II (PolII) readthrough and inclusion of the downstream exon 10b. A minigene was constructed using the genomic region of the 3′ end of exon 10a and the 5′ part of intron 10 (Fig. 5d). We co-transfected this minigene reporter with vectors expressing NOVA proteins or controls into COS-1 cells (Additional file 2: Figure S6B), which lack endogenous NOVA, followed by quantification of RNA levels up- and downstream of the E10a polyadenylation site. In the absence of NOVA proteins, transcription terminated efficiently at the E10a polyadenylation site, as measured by the less than 0.5% transcription readthrough rate (Fig. 5e). Exogenous NOVA proteins increased the downstream readthrough dramatically (> 10%, > 25-fold; Fig. 5e), while another RNA-binding protein (RBFOX3) showed no effect on cleavage/polyadenylation at E10a (Fig. 5e), indicating that NOVA proteins efficiently blocked cleavage/polyadenylation and promoted downstream transcription.

To test whether direct NOVA association with the YCAY sites is necessary for the observed regulation, we generated two mutant minigenes by disrupting YCAY sites while preserving the GC content (Fig. 5d). Mutant 1, with the two YCAY sites proximal to the E10a poly(A) site mutated, showed moderately dampened responses (6–11-fold) to NOVA overexpression (Fig. 5e). In contrast, little NOVA regulation (less than twofold; Fig. 5e) was observed for mutant 2, where all YCAY sites within 150 nt of the poly(A) site were disrupted. Taken together, these results suggest that NOVA promotes *Sept8* exon 10b inclusion by binding close to the polyadenylation site in exon 10a and boosting readthrough transcription and utilization of exon 10b, and that strengthened NOVA binding around the exon 10a poly(A) site in MNs led to higher exon 10b usage observed in MNs.

### The *Sept8* exon specifically promoted by NOVA in MNs encodes a palmitoylated filopodia-inducing motif that enhances dendritic arborization

Alternative usage of exons 10a and 10b confers the C-terminal variation between SEPT8 protein isoforms X5 and X1, respectively. SEPT8 undergoes palmitoylation in vivo [57], which is a reversible post-translational process of attaching a 16-carbon saturated fatty acid to cysteine residues [58]. Although the definitive palmitoylation site(s) in SEPT8 is unknown, the only predicted sites are two exon 10b-encoded cysteine residues (C469, C470) in the NOVA-promoted SEPT8-X1 isoform [59]. To assess whether C469 and C470 mediate SEPT8-X1 palmitoylation, we expressed SEPT8 isoforms in COS-1 cells and employed the acyl-resin-assisted-capture (acyl-RAC) assay for palmitoylation detection [60, 61]. This assay relies on the indirect capture of palmitoylated proteins facilitated by palmitoyl-ester-specific cleavage (Additional file 2: Figure S7A). Whereas acyl-RAC failed to detect any palmitoylated SEPT8-X5, 5–10% of SEPT8-X1 was shown to be palmitoylated, as evidenced by the presence of SEPT8-X1 in the resin captured fraction (Fig. 6a, lane 2). This capture was dependent on palmitoyl-ester-specific cleavage (Fig. 6a, lanes 3 and 4). Mutations in C469 and C470 (SEPT8-X1-mut, C469S/C470S) prevented the detection of SEPT8-X1 palmitoylation (Fig. 6a), indicating that the two cysteines encoded by the NOVA-promoted exon 10b are the sites for palmitoyl addition. The data here collectively suggest that NOVA-regulated alternative RNA processing in MNs mediates isoform-specific SEPT8 palmitoylation.

**Fig. 6:**
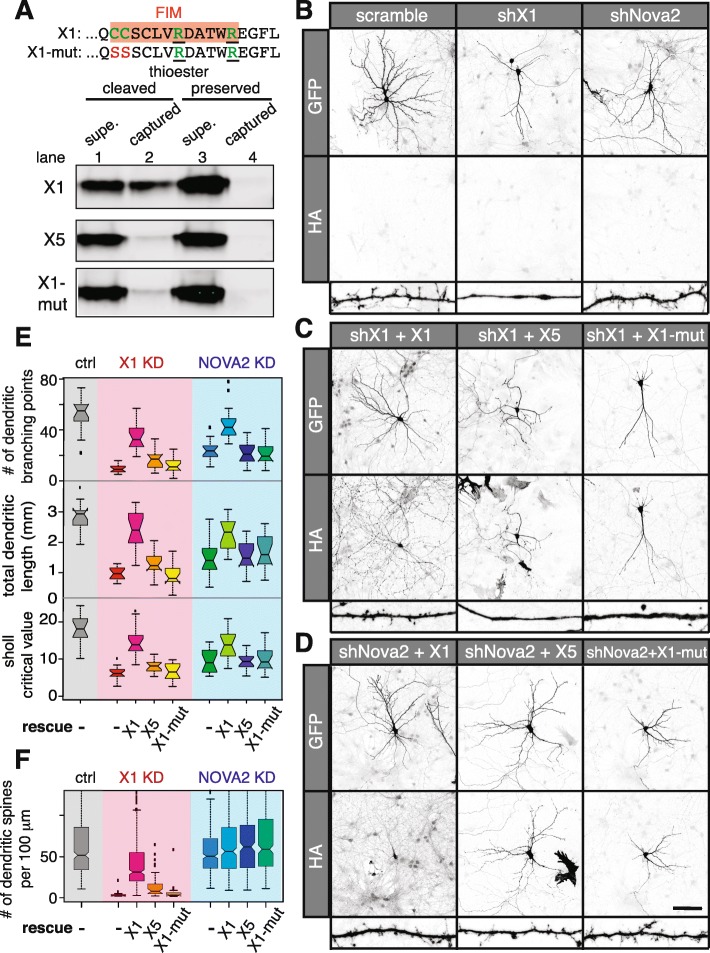
NOVA-dependent SEPT8 isoform promotes dendritic arborization and spine morphogenesis. **a** Detection of palmitoylated SEPT8-X1 by acyl-RAC (as illustrated in Additional file 2:Figure S7A). *Top*: C-terminal amino acid sequence of SEPT8-X1. *Orange box* highlights the FIM, with *green letters* marking palmitoylated cysteines and nearby basic amino acid residues. C469 and C470 were mutated to serine residues in SEPT8-X1-mut. *Bottom*: COS-1 cells expressing HA-tagged SEPT8 variants were used for the acyl-RAC assay. Immunoblotting of supernatant and thiopropyl-sepharose captured fractions using an antibody against HA is shown. Ten percent of supernatants were loaded compared to the captured fractions. **b–d** Representative maximum projected confocal images of hippocampal neurons expressing shRNAs and HA-tagged SEPT8 or controls. GFP, which is co-expressed from the shRNA constructs, is used as a neurite tracer. Anti-HA labels exogenously expressed SEPT8 variants. Representative images of dendrites are shown at the bottom of each panel. *Scale bar* represents 100 μm. **e, f** Boxplots evaluating dendritic arbor complexity (**e**) and dendritic spine density (**f**) in neurons with SEPT8-X1 or NOVA2 KD and SEPT8 rescue. Number of dendritic branching points, total dendritic lengths, and sholl analysis critical values are plotted in **e**, and number of dendritic spines per 100 μm is plotted in **f**. Measurements in neurons expressing the control, shX1, and shNova2 shRNAs are highlighted by the *gray*, *pink*, and *blue boxes*, respectively. Quantification was based on 15–17 neurons per group

Interestingly, we discovered that *Sept8* exon 10b encodes a potential filopodia-inducing motif (FIM), characterized by two adjacent palmitoylated cysteines (C469, C470) and nearby basic residues (R475, R480) (Fig. 6a, orange box) [62]. It has been shown that the palmitoylated FIM was sufficient to promote dendritic branching and spine formation in neurons [62]. To assay the functional effects of SEPT8-X1 on dendritic morphology, we performed isoform-specific knockdown (KD) using a construct co-expressing GFP and an shRNA targeting *Sept8* exon 10b (shX1) in primary mouse hippocampal neurons which express SEPT8-X1 (Additional file 2: Figure S7B). KD efficiency (79%) and isoform specificity of shX1 was demonstrated in COS-1 cells expressing exogenous SEPT8-X1 and X5 (Additional file 2: Figure S7C). Compared to neurons expressing the control scramble shRNA, neurons transfected with shX1 had significantly less complex dendritic arbors, as indicated by an 82% reduction in the number of dendritic branching points (Fig. 6b, e; *p* = 2.9 × 10^− 9^). Meanwhile, total dendritic length showed a 65% reduction (*p* = 9.2 × 10^− 11^), and sholl analysis revealed a similar 66% reduction in critical value in neurons with SEPT8-X1 KD (Fig. 6e; *p* = 4.4 × 10^− 10^). Even more strikingly, SEPT8-X1 KD led to an almost complete absence of dendritic spines—dendrites became smooth with a few focal swellings at distal ends (Fig. 6b, f; *p* =7.0 × 10^− 82^). These abnormalities were partially rescued by co-expression of the shRNA-resistant SEPT8-X1, but not SEPT8-X5 or the palmitoylation-deficient SEPT8-X1-mut (Fig. 6c, e, f). Therefore, we conclude that SEPT8-X1 promotes dendritic branching and spine formation through its palmitoylated FIM.

Since NOVA promotes the SEPT8-X1 isoform, we predicted that neurons lacking NOVA would exhibit a similar reduction in dendrite arbor and spine density. We knocked down NOVA2 using an shRNA (shNova2) which efficiently depleted 76% of the endogenous NOVA2 in N2A cells (Additional file 2: Figure S7D). Similar to SEPT8-X1 KD, neurons depleted of NOVA2 displayed greatly decreased dendritic arbors compared to control shRNA transfected neurons, as evidenced by a 55% reduction in the number of dendritic branching points, a 47% reduction in total dendritic length, and a 48% reduction in the sholl analysis critical value (Fig. 6b, e; *p* = 3.6 × 10^− 7^, 2.5 × 10^− 7^, 1.8 × 10^− 7^, respectively). On the other hand, to our surprise, NOVA2 knockdown did not significantly affect dendritic spine density (Fig. 6b, f). Co-expression of SEPT8-X1, but not the two non-palmitoylated variants, partially restored dendritic arbor complexity in neurons with NOVA2 KD (Fig. 6d, e), suggesting that NOVA2 enhances dendritic arborization through promoting the FIM-containing SEPT8 isoform.

## Discussion

Understanding brain function involves understanding its parts, as demonstrated by the discovery of differences in ribosome-associated transcripts by looking at specific neuronal cell types in the basal ganglia (D1 vs D2 neurons) [12]. Here we develop a general method combining BAC-transgenic engineering and CLIP that is conceptually applicable to the study of any protein–RNA interactions within specific cell types. We apply this strategy to analyze differential NOVA binding in mouse spinal MNs, compare that to interactions visible at the gross level of whole spinal cord analysis, and uncover NOVA-regulated biology specific to MNs. MN-specific CLIP revealed a major role for NOVA in regulating cytoskeleton interactions in MNs, a function obscured in previous whole tissue-based analyses. This led us to discover a consequent defect in dendritic morphology in neurons lacking NOVA, which may help explain in part the severe MN defect seen in NOVA1/2 double KO MNs [21].

### MN-specific CLIP unmasks previously undetected aspects of NOVA function

MNs are among the largest neurons in the central nervous system. Their distinct morphology, characterized by a long axon and intricate dendritic arbor, renders traditional cell purifications based on enzymatic tissue digestion and cell purification methods particularly unsatisfactory for understanding the molecular biology of the whole neuron, especially given abundant evidence for RNA localization within the dendritic arbor. The cell type-specific CLIP strategy developed here allows robust and quantitative identification of NOVA binding sites in MNs in vivo, in both the cell bodies and processes. This generated a transcriptome-wide NOVA–RNA interaction atlas in MNs with NOVA binding sites in over 4000 genes. NOVA binding in MNs reflects MN transcriptome signatures, which further demonstrated the cell type specificity of our assay.

The cell type-specific CLIP strategy developed here allowed delineation of a subset of MN NOVA targets from WSC. These MN NOVA targets are enriched in genes encoding synaptic functions to a similar extent compared to WSC NOVA targets, yet they are especially enriched in genes encoding cytoskeleton interacting proteins. Enrichment of MN versus WSC CLIP signals in this subset of genes is significant even when adjusted to MN/WSC transcript level differences (*p* < 2.2 × 10^− 16^; Additional file 2: Figure S8), suggesting that these gene ontology (GO) enriched NOVA target genes contain quantitatively strengthened NOVA binding sites in MNs compared to WSC. Furthermore, through combining cell type-specific CLIP with MN transcriptome profiling, we discovered RNA processing events differentially regulated by NOVA in MNs. Around 2% of NOVA binding sites were over- or under-represented in MNs, which is consistent with our findings that ~ 2% (eight alternatively splicing regions out of 303) of NOVA-regulated alternative splicing showed MN-specific splicing patterns correctly predicted by MN-specific NOVA binding. Interestingly, the vast majority of these events also reside in transcripts encoding cytoskeleton-interacting proteins. These findings reveal a previously undiscovered cell type-specific role for NOVA in regulating MN cell biology.

### NOVA plays an important role in regulating MN cytoskeleton interactions

The top NOVA-regulated ALE was in *Sept8*, which encodes a member of the multifunctional septin family that is capable of regulating neurite outgrowth and branching through interactions with cytoskeleton components [54–56]. NOVA binding at the polyadenylation site in *Sept8* exon 10a correlated with exon 10b usage, and this was only evident in analysis of MN CLIP, not WSC CLIP alone. Consistent with prior observations of position-dependent effects of NOVA on APA [16], we demonstrated that NOVA directly inhibits cleavage/polyadenylation by binding close to the exon 10a poly(A) site, presumably promoting exon 10b transcription and splicing. Interestingly, the NOVA-dependent exon 10b encodes an FIM capable of promoting dendritic branching and spine formation. Indeed, we discovered that SEPT8-X1, the NOVA-dependent SEPT8 isoform harboring the FIM, specifically promotes dendritic arborization and spine formation. Moreover, we found that neurons lacking NOVA2 displayed decreased dendritic arbors, which are partially rescued by SEPT8-X1. Taken together, these data indicate that NOVA promotes dendritic arborization through *Sept8* regulation.

While SEPT8-X1 promotes dendritic spine formation, we were not able to detect changes in dendritic spine density in NOVA2 KD neurons. This may be related to insufficient effects from NOVA2 KD, or from contributing indirect factors, such as NOVA promotion of protein isoforms with antagonistic effects on spine formation. For example, based on in silico palmitoylation site prediction [59], we identified a total of eight NOVA targets where a predicted FIM is regulated by NOVA. Of these eight genes, NOVA promotes the FIM-harboring isoform in four (*Sept8*, *Ccp110*, *Sdccag3*, and *Ccdc84*), while inhibiting the FIM-encoding exon in the other four (*Sgce*, *Clip1*, *Kcnma1*, and *Ube2e2*). It is possible that changes of various NOVA targets upon NOVA KD mitigate the overall effect on dendritic spine density.

We have previously shown that NOVA proteins play an essential role in MN physiology [21]. MNs in mice lacking both *Nova* family members were paralyzed and failed to cluster acetyl-choline receptors at the neuromuscular junctions [21]. Successful rescue of the neuromuscular junction defect was evident after *Nova*-knockout MNs were engineered to constitutively express the Nova-regulated Z+ alternatively spliced isoform of agrin, but surprisingly remained paralyzed. Phrenic nerve stimulation revealed that the axonal synaptic machinery for conducting action potentials and synaptic vesicle release from the axon was functional, leading to the conclusion that dysregulation of additional MN NOVA RNA targets contribute to a proximal physiologic defect in *Nova*-KO MNs. Here, MN-specific CLIP reveals a major role of NOVA in regulating the MN cytoskeleton, including promoting dendritic complexity. Dendrites are the main information-receiving sites of neurons. Spinal MNs, as the gateway controllers of the CNS motor outputs, have elaborate dendritic structures to meet the highly complex demand of precisely coordinating muscle contractions spatially and temporally [63, 64]. Early and progressive dendritic degeneration has been reported in lower MNs in MN disease mouse models as well as amyotrophic lateral sclerosis (ALS) patients [65, 66], suggesting the importance of dendritic integrity to MN function. Our new findings may provide additional avenues for understanding the role that NOVA and RNA regulation plays in MN function.

### Differential NOVA binding sites in MN suggests combinatorial control of multiple RNA-binding proteins

When we compared the NOVA–RNA interactions in MNs and WSC, we uncovered over 2000 sites transcriptome-wide that are differentially bound by NOVA in MNs compared to WSC. In this way cell-specific CLIP offers the possibility of revealing cell type-specific regulatory phenomena that are otherwise obscured from analysis of whole tissues. What underlies this unique NOVA binding profile in MNs? It has been shown that combinatorial control is integral in RNA processing regulation. Cellular RNA-binding protein networks play a pivotal role in determining target selection and binding dynamics of a given RNA-binding protein [67]. For NOVA, interactions with PTBP2, the neuronal polypyrimidine tract binding protein, as well as RBFOX proteins have previously been demonstrated [20, 68]. In particular, we have shown that PTBP2 interacts with and antagonizes NOVA in the regulation of glycine receptor alpha 2 subunit (*Glra2*) splicing [68]. Interestingly, compared to all NOVA binding sites, sequences around NOVA bindings sites that are over-represented in MNs showed enrichment of pyrimidine-rich motifs and higher evolutionary conservation (Fig. 3e, f). This sequence signature around MN-specific NOVA binding sites along with lower PTBP2 levels in MNs [36] suggests the hypothesis that lower abundance of PTBP2 in MNs allows for unmasking of certain NOVA binding sites that are otherwise occupied by PTBP2 in other neurons. This kind of intricate cell type-specific interaction network may help determine *Nova* target selection beyond the specificity determined by sequence and structural constraints.

### Cell type-specific CLIP

Cell type-specific CLIP is in general applicable to any cell type and a great variety of RNA-binding proteins. The current study is neuron-specific due to the nature of *Nova* [25, 69], but a further array of cell types within the CNS or other tissues can be studied in vivo through epitope tagging. Indeed, Schaefer and colleagues used a similar strategy to identify AGO-bound miRNAs in D2 neurons of the mouse striatum [70], and *Camk2a*-neurons in the forebrain [71]. And as CLIP is applied to identify functional protein–RNA interactions defining the actions of an increasing number of RNA-binding proteins, including splicing factors [19], RNA-editing factors [72], and epigenetic regulators [73], expanding aspects of post-transcriptional and RNA-related regulation can be investigated in a cell type-specific manner. We recently described a method, PAPERCLIP, in which PABPC1 CLIP was used to identify brain-specific transcripts and alternative 3′ UTR processing within those cells [74]. Combining a cell-specific tagging strategy with PAPERCLIP would allow profiling of cell-specific polyadenylated transcripts in the brain or within any tissue, an approach that would complement the delineation of ribosome-associated transcripts demarcated by BAC-TRAP.

We examined whether GFP-NOVA2 expression in our BAC-transgenic MNs could have affected our observations relative to unperturbed neurons. The BAC-transgenic system has intrinsic expression biases and might, for example, have skewed the MN NOVA-PTBP ratios, impacting the observed NOVA binding increases around pyrimidine-rich regions. However, the high concordance between NOVA binding changes in our transgenic MNs and differential splicing in MNs without exogenous NOVA strongly argues for the physiological relevance of our transgenic model. A more elegant approach of studying cell type-specific RNA–protein interactions would be to generate conditionally epitope-tagged knock-in lines followed by the introduction of a cell type-specific Cre recombinase expression. Epitope-tagged protein would be expressed in the desired cell type from its endogenous promoter, thus preserving protein stoichiometry; this strategy has already shown promise with the ubiquitous RNA-binding protein PABPC1 [75].

Caution should be taken when comparing cell type-specific RNA binding profiles across different cell types or tissues. One issue is that differences in CLIP library complexities between comparison groups may lead to unequal statistical power in identifying over- versus under-represented binding sites. In our case, although we pooled spinal cords from multiple transgenic mice per biological replicate and performed twice as many biological replicates as the WSC CLIP, we were only able to generate less than one-eighth of CLIP reads from MN-specific CLIP compared to WSC CLIP. This is likely due to low abundance of MN-specific GFP-NOVA2 compared to the WSC NOVA pool (Fig. 1b). We hypothesize that the unevenness of library complexities contributed to the identification of a high percentage (> 72%) of NOVA binding sites significantly over-represented in MNs compared to WSC (Fig. 3a, b). We predict that achieving higher MN CLIP library complexity by including more BC and/or pooling more samples per BC can alleviate this bias.

Another challenge of analyzing cell type-specific CLIP data involves obtaining the matching cell type-specific transcriptomes, which is essential for teasing out functionally important protein–RNA interactions. A variety of technologies, such as fluorescence-activated cell sorting, LCM, and TRAP-seq can be explored for this purpose. We utilized a published RNA-seq dataset on laser captured MNs for the MN-specific transcriptome. Our transcriptome reference for WSC NOVA CLIP, on the other hand, is less than ideal. Since NOVA expression is restricted in neurons, the ideal dataset would be neuron-specific transcriptome profiling generated using technologies such as TRAP-seq or cTag PAPERCLIP.

Cell type-specific CLIP may be relevant for the study of many neurological diseases, such as ALS and ataxias, where defined cell types are pathologically affected during the entire course or the initial stages of disease progression. Interplay between the affected cells and their cellular context plays an important role in disease progression [76–79]. Our strategy allows for in vivo dissection of both cell autonomous and non-autonomous effects resulting from disease-causing mutations or insults, which had not been possible before. Great insights on cell type contributions to disease pathogenesis will be gained upon application of this strategy to a variety of animal models.

## Conclusions

Here we demonstrate the feasibility and physiological relevance of delineating neuronal cell type-specific RNA regulation. Through cell type-specific epitope tagging of the RNA-binding protein NOVA2, we generated a MN-specific NOVA–RNA interaction map using CLIP. Cell type-specific CLIP revealed a major role of NOVA in regulating cytoskeleton interactions in MNs, including promoting the palmitoylated isoform of a cytoskeleton protein, Septin 8, which enhances dendritic arbor complexity. MN-specific NOVA binding predicts MN-specific alternative RNA processing, further supporting the idea that cell type-specific RNA regulation contributes to cell identity. Our study highlights a non-incremental gain of knowledge moving from whole tissue- to single cell type-based RNA regulation analysis. As our strategy for cell type-specific CLIP is highly adaptable, we envision wide application of this method in a variety CNS cell types as well as disease models.

## Methods

### Antibodies and dilutions

The following antibodies were used in CLIP experiments: anti-GFP mouse monoclonal antibodies 19F7 and 19C8 (Memorial Sloan Kettering Monoclonal Antibody Facility), anti-NOVA serum from a paraneoplastic opsoclonus-myoclonus ataxia (POMA) patient. The following antibodies and dilutions were used for immunoblotting: anti-NOVA patient serum (1:2000), mouse anti-GAPDH monoclonal antibody 6C5 (Abcam, 1:20,000), rabbit anti-RBFOX3 (1:500) [80], rabbit anti-HA monoclonal antibody C29F4 (Cell Signaling Technology, 1:100). The following antibodies and dilutions were used for immunofluorescence: rat anti-GFP monoclonal antibody (nacalai tesque, 1:1000), goat anti-GFP polyclonal antibody (Rockland, 1:500), goat anti-CHAT polyclonal antibody (EMD Millipore, 1:500), rabbit anti-HA monoclonal antibody C29F4 (Cell Signaling Technology, 1:1000), rabbit anti-SEPT8 monoclonal antibody (pan SEPT8, EPR16099, 1:200), mouse anti-SEPT8_X1 monoclonal antibody D-11 (Santa Cruz, 1:50), chicken anti-MAP2 antibody (Thermo Fisher Scientific, 1:1000).

### Cell culture and transfection

NIH3T3 and COS-1 cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% heat-inactivated fetal bovine serum, 100 U/mL penicillin, and 100 μg/mL streptomycin. NIH3T3 and COS-1 cells were transfected with plasmid constructs using lipofectamine 2000 (Invitrogen), according to the manufacturer’s instructions.

Mouse hippocampal neurons were isolated from 18-day-old CD1 mouse embryos and cultured in 24-well plates according to established protocols. For shRNA knockdown and rescue experiments, 0.4 μg of shRNA vector and 0.6 μg of protein expressing vector or control were transfected at DIV 10 using 3 μL of NeuroMag following the manufacturer’s protocol. Transfected neurons were fixed at DIV 12 for immunofluorescence staining and confocal imaging (see below).

### Construction of BAC-transgenic mouse lines expressing GFP-NOVA2 in MNs

In brief, AcGFP-fused *Nova2* coding sequence was cloned into a pLD53.SC2 plasmid. Subsequently, a DNA fragment homologous to *Chat* 5′ UTR region was PCR amplified using primers GCCAGGCATCTGAGAGGC and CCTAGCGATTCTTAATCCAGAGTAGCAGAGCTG and inserted into the plasmid through blunt end ligation at AgeI site. The sequence of the resulting plasmid pLD53.SC2-AcGFP-Nova2 was confirmed by Sanger sequencing and deposited to the Addgene database. Recombinant BAC was generated using RP23-246B12 and pSC2-GFP-Nova2 as described previously [81] and microinjected into pronuclear oocytes of C57BL/6 mice from Charles River. By PCR genotyping, nine mice from 68 offspring were confirmed to carry the transgene. Two founders, #6 and #17, were bred with C57BL/6 mice from Charles River to establish stable transgenic lines.

### Immunofluorescence staining

Paraformaldehyde-fixed spinal cords were transversely sectioned at 14 μm thickness and kept at − 80 °C. Before immunofluorescence staining, sections were rehydrated in PBS for 10 min, followed by a 1-h block in blocking buffer containing 100 mM Tris-HCl, pH 7.5, 150 mM NaCl, 0.2% Triton X-100, 5% horse serum. Primary antibodies diluted in blocking buffer were subsequently added to the sections followed by overnight incubation at room temperature. Secondary antibody hybridization and TO-PRO-3 staining were performed using Alexa Fluor conjugated antibodies diluted in 100 mM Tris-HCl, pH 7.5, 150 mM NaCl, 0.2% Triton X-100 with 1 μM TO-PRO-3. Confocal images were taken using an inverted LSM 510 laser scanning confocal microscope (Zeiss).

For immunofluorescence staining on hippocampal neurons, cells were fixed in 4% paraformaldehyde at room temperature for 10 minutes, permeabilized with 0.1% Triton-X 100 in PBS at room temperature for 15 minutes, and blocked in PBS containing 0.1% Tween-20 and 10% donkey serum for 1 h at room temperature. The primary antibodies, diluted in PBS containing 1% BSA and 0.1% Tween-20, were added to the cells and incubated overnight at room temperature. Alexa Fluor conjugated secondary antibodies (Jackson Immunoresearch) were used at 1:500 dilution to detect either the tag epitope or proteins of interest. Confocal images were taken using an inverted LSM 880 NLO laser scanning confocal microscope (Zeiss).

### HITS-CLIP experiments and analysis

Spinal cords were hydraulically extruded in Hank’s Balanced Salt Solution (HBSS) and triturated seven times with a 21½ gauge needle in 10 mL HBSS. Immediately after trituration, tissue suspensions were crosslinked 400 mJ/cm^2^ three times at 0 °C. Crosslinked tissues were collected by centrifugation at 4000 g for 2 minutes. HITS-CLIP experiments were performed as previously described [16, 26] with PCR primers specified in Additional file 7. For MN-specific CLIP, 400 μL of Dynabeads protein G (Invitrogen) precoated with 50 μg of each anti-GFP monoclonal antibody (mAb) was used to immunoprecipitate GFP-NOVA2 in UV crosslinked spinal cord lysate pooled from five to seven 3-month-old BAC-transgenic mice. For WSC CLIP, 400 μL of Dynabeads protein G precoated with 80 μL of human anti-NOVA serum was used to immunoprecipitate lysate from one 3-month-old wild-type mouse spinal cord. cDNA libraries were prepared as previously described and sequenced on an Illumina Genome Analyzer IIx, HiSeq 1000 or HiSeq 2000.

Bioinformatic processing and mapping of CLIP NGS reads were performed similarly as previously described with slight modifications [18, 80, 82, 83]. Specifically, we removed the 3′ linker sequence from CLIP reads before mapping the remaining sequences to the mm9 build of the mouse genome with novoalign (http://www.novocraft.com) without iterative trimming using parameters –t 85 -l 25 -s 0 -o Native -r None. Following mapping, pentamer frequencies immediately downstream of CLIP reads were ranked. CLIP reads immediately upstream of the top 20 pentamers with zero or one mismatch to GTGTC were removed. We have recently discovered that under our reverse transcription (RT) conditions, the 3′ end of the RT primer could prime reverse transcription by hybridizing to GUGUC or similar pentamers in the CLIPed RNA, leading to their preferential amplification (Park C., personal communication). Bioinformatically removing such reads circumvents this technical caveat.

NOVA binding peaks were defined as previously described using gene regions compiled from refseq, UCSC known genes, and ESTs plus their downstream 10 kb as transcription units [26, 27, 80]. Gene regions with Entrez IDs were referred to as known genes. Defined peaks were then filtered for biological complexity, requiring CLIP reads from at least half of the biological replicates. Joint peaks (JPs), in particular, were defined by running the peak finding algorithm using CLIP reads pooled from both comparison groups (e.g., MNs and WSC), and requiring CLIP reads from at least half of the biological replicates in either group (i.e., WSC BC 2 out of 4 or MN BC 4 out of 8).

Gene-wise CLIP read enrichment between WSC and MNs was evaluated using the Bioconductor edgeR package with tagwise dispersion model [29]. *P* values of differential NOVA binding on specific sites were calculated using Fisher’s exact test on the following 2 × 2 matrix:

$$ {\displaystyle \begin{array}{cc}\mathrm{m}& \mathrm{M}\hbox{-} \mathrm{m}\\ {}\mathrm{n}& \mathrm{N}\hbox{-} \mathrm{n}\end{array}} $$

where m and n stand for the number of MN and WSC CLIP reads in a given JP, respectively, while M and N stand for the total number of intronic/exonic MN and WSC CLIP reads within all intronic/exonic JPs in the corresponding transcript, respectively. Coverage is defined as the smallest number among the 2 × 2 matrix. Benjamini-Hochberg multiple-testing correction was performed using all intronic or exonic JPs with a minimum coverage of 10.

### RNA-seq library preparation and data analysis

We performed WSC RNA-seq on two biological replicates of 3-month-old SOD1^WT^ transgenic mice in SJL/B6 mixed background. For each replicate, poly(A) selected RNA from spinal cord was used to prepare RNA-seq library using an Illumina TruSeq RNA sample prep kit. We generated 100-nt paired-end reads using an Illumina Genome Analyzer II. In order to compare WSC and MN RNA-seq, we trimmed our WSC reads to 74 nt to match the read length of the MN RNA-seq dataset by Bandyopadhyay et al. (GSE38820). Both WSC and MN datasets were mapped to the mouse (mm9) genome and exon junctions using OLego with default parameters (15-nt seed with 1 nt overlapping, four or fewer mismatches per read) [84]. Only reads unambiguously mapped to the genome or exon junctions were retained for downstream analysis. For MN RNA-seq, 36,484,398 and 38,293,208 NGS reads were mapped for the two biological replicates, respectively, while 74,444,847 and 81,175,598 NGS reads were mapped for WSC RNA-seq replicates. Transcript level and alternative splicing analyses were performed as previously described. Bioconductor edgeR package was used to evaluate statistical significance of transcript level differences between WSC and MNs [29]. Fisher’s exact test was used to calculate *p* values of differential alternative splicing, and the FDR was estimated using the Benjamini-Hochberg method. Alternative exon splicing was analyzed as described [26]. Alternative exons with splice junction read coverage over 10 [26] were considered “expressed”, and were included in Benjamini-Hochberg multiple test correction. Differential alternative splicing events were identified by requiring FDR ≤ 0.1 in addition to biological consistency (BC2 out of 2).

### Gene ontology analysis

GO analysis was performed using GOrilla by running unranked lists of target and background genes [85]. 

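The WSC part of this background held 11940 genes with a mean RPKM of at least 1 over the 2 WSC libraries, of 19215 genes with a value. With RPKM of at least 1 asked of both libraries there were 11753 genes, and of either library 12103. A threshold of 2 gave 10827 genes and one of 0.5 gave 12783, the alternatives that moved the number most. The MN part of the background was not analysed here.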

For background genes, we used all genes with rpkm ≥ 1 in WSC or MNs.

### Motif enrichment analysis

For motif enrichment around differential MN intronic NOVA peaks, tetramer occurrences 100 nt around the center of each peak were counted and compared to those 100 nt around all intronic or exonic NOVA peaks using a hypergeometric test.

### Sept8 minigene assay

To construct the *Sept8* minigene, the C57BL/6 genomic region amplified with primers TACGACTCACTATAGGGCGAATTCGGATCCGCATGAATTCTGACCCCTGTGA and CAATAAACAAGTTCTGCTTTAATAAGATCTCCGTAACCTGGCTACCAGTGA was cloned into BamHI and BglII digested pSG5 vector using HIFI DNA assembly kit (New England Biolabs). Mutant minigenes were constructed by assembling the PCR amplified vector backbone (forward, TTGGGCAGTAGCTTCGCTG; reverse, TAACATAACAGAGAAGCAAGCTGGCT) with synthetic gBlocks (IDT DNA) carrying the desired mutations. Minigene (1 μg) was co-transfected into COS-1 cells with 1 μg of control vector or NOVA/RBFOX3 expression vector. Cells were harvested 48 h post-transfection for immunoblotting or RT-qPCR following standard protocols. Primers CTGACCCCGCATATGTTCCTGTGT and CAAGCTGGCTATCCTGGGCCTCTT were used to amplify an exon 10a region, while primers GTCTGCGATGGTTTTGCAGAGGTG and GGCCACAGGAAATGGAGATGTGAG were used for an intron 10 amplicon. Three independent experiments were performed for statistical comparison.

### Acyl-RAC assay

We seeded 250,000 COS-1 cells per well in six-well plates and transfected them with 2 μg of constructs expressing FLAG-HA-tagged SEPT8 variants 18–24 h later. Acyl-RAC assay was performed using the CAPUREome S-Palmitoylated Protein Kit (Badrilla) according to the manufacturer’s protocol. Treated protein lysates were subsequently immunoblotted with rabbit anti-HA antibody.

### Image analysis

Maximum projected confocal images were produced using ImageJ using only linear adjustments. Dendrites were semi-automatically traced using the Simple Neurite Tracer plugin. Critical value and number of dendritic branching points were deduced by using the “sholl analysis” and “analyze skeleton” plugins. Fifteen to 17 neurons were analyzed per group.

## Additional files

Additional file 1: Supplemental material and methods.

Additional file 2: **Figure S1.** GFP-Nova2 retains Nova2 RNA binding preference. **Figure S2.** HITS-CLIP on BAC transgenic spinal cords and WSC. **Figure S3** Data analysis method. **Figure S4.** Bioinformatic analyses of disproportionally different NOVA binding sites in MNs. **Figure S5.** Additional cases where MN-specific NOVA binding correlates with MN-specific alternative splicing. **Figure S6.** NOVA regulates Sept8 ALE usage. **Figure S7.** Illustration of palmitoylation detection assay; SEPT8 expression in hippocampal cultures; SEPT8-X1 and NOVA2 knockdown in cell lines. **Figure S8.** NOVA binding on genes encoding cytoskeleton interacting proteins are over-represented in MNs.

Additional file 3: **a** Sequencing and mapping statistics of MN and WSC NOVA CLIP. **b** Sequencing and mapping statistics of MN and WSC NOVA CLIP. **c** mm9 coordinates and genomic annotation of WSC NOVA CLIP peaks. **d** List of known NOVA targets harboring WSC NOVA CLIP peaks. **e** List of known NOVA targets harboring MN NOVA CLIP peaks. **f** GO enrichment of known MN versus WSC NOVA targets. **g** Transcripts with enriched NOVA CLIP signals in MNs compared to WSC. **h** Transcripts with depleted NOVA CLIP signals in MNs compared to WSC.

Additional file 4: **a** Differential analysis results for all intronic joint peaks. **b** Differential analysis results for all intronic joint peaks.

Additional file 5: **a** Transcript regions differentially spliced between MNs and WSC. **b** For the nine exons with over- or under-represented MN NOVA binding sites in regulatory “hotspots”, correlation between observed and predicted dI between MNs and WSC.

Additional file 6: **a** List of alternative last exons differentially utilized in MNs vs WSC. **b** List of alternative last exons differentially utilized in wild-type vs Nova2 knockout mouse brain.

Additional file 7: List of RNA linkers and DNA primers used in CLIP.

Additional file 8: Review history for this manuscript.

# Supplementary material for: Cell type-specific CLIP reveals that NOVA regulates cytoskeleton interactions in motoneurons
**Source:** Genome Biol. 2018 Aug 15;19:117. doi: 10.1186/s13059-018-1493-2
**Supplement:** Supplementary file 1 — Supplemental material and methods.

**Supplemental Material and Methods**

## Vector construction

AcGFP-Nova2 was subcloned from pLD53.SC2-AcGFP-Nova2 using BamHI and EcoV sites and inserted into pcDNA3.1(+) to construct pcDNA3-AcGFP-Nova2.

For pcDNA3-Nova2, Nova2 was PCR amplified from pLD53.SC2-AcGFP-Nova2 using primers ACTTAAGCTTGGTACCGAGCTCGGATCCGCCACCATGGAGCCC

GAGGCCCCG and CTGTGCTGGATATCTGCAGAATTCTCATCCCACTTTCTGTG

GGTTTGAAGC. PCR amplified fragment was assembled into BamHI and EcoRI digested pcDNA3.1(+) using NEBuilder HiFi DNA assembly kit following manufacturer’s instructions.

Sept8-X1 and X5 coding sequences were PCR amplified from C57BL6/J mouse spinal cord cDNA library using primers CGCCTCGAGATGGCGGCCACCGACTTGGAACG and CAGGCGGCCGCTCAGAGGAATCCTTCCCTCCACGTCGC (reverse for X1) or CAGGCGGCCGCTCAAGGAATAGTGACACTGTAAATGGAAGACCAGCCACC (reverse for X5), prior to cloning into pOZ-FH-N vector at the XhoI and NotI sites. Subsequently, the FLAG-HA tagged Sept8 cDNA fragments were subcloned into pcDNA3.1(+) between the HindIII and NotI sites. C469C470 – SS mutations, as well as shRNA resistant constructs were generated by assembling SfiI and NotI digested pcDNA3-SEPT8 fragments with synthetic DNA fragments (IDT DNA) carrying the desired mutations.

shRNA constructs were generated by annealing the following oligos before cloning into pSuper.gfp/neo using the BglII and HindIII sites:

scramble:

Forward:

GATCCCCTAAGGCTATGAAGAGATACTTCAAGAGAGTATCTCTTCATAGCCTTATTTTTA

Reverse:

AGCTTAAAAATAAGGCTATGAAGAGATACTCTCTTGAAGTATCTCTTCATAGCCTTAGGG

shX1:

Forward: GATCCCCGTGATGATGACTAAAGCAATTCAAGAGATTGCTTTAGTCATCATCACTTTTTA

Reverse:

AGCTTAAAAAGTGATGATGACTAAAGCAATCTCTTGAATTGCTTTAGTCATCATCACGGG

shNova2:

Forward: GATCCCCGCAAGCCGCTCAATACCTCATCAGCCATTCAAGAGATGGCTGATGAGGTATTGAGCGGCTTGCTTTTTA

Reverse:

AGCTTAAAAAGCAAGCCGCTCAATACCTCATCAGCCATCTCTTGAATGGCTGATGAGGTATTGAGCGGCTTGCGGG

## NIH/3T3 transfection and HITS-CLIP

Each 10 cm plate of NIH/3T3 cells was transfected with 10 ug of pcDNA3-AcGFP-Nova2 or pcDNA3-Nova2 plasmid using lipofectamine 3000 according to manufacture’s protocol. 48 hours post-transfection, each plate was UV-crosslinked on ice at 400 mJ/cm^2^ once. 400 uL of Dynabeads protein G precoated with 50 ug of each anti-GFP mAb or 80 uL human anti-Nova serum was used for GFP-Nova2 and untagged Nova2 IP from each plate, respectively. Two replicates were performed. cDNA libraries were prepared as previously described and sequenced on Illumina MiSeq and HiSeq 2500.

How the deposited data were processed for this re-analysis (not part of the article)

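The data analysed were those of the WSC RNA-seq, 1 library from a male and 1 from a female SOD1 WT transgenic mouse at 3 months of age by the methods (12 weeks in the sample labels). The sample labels were used to assign each library to its sex. Which of the paper's 2 WSC replicates is which library was inferred from the values, by comparing the inclusion rates with those of Additional file 5A. The 12 CLIP samples and the MN RNA-seq dataset were not analysed here, so values of MNs and of CLIP come from the paper's additional files and are marked as the paper's.

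According to the methods, the authors trimmed the reads to 74 nt, mapped them with OLego to mm9 and to exon junctions, kept only reads with an unambiguous position, and counted them on genes and on alternative exons with Quantas. The deposited gene values are whole-number read counts for 19215 genes and the RPKM that the authors computed from these counts, the exon length of the gene and the total of reads on genes. For the cassette exons, the authors deposited counts of reads on the exon body, on each of the 2 inclusion junctions and on the skipping junction, together with an inclusion count (exon body and both junctions) and a skipping count. No normalization was applied to these exon counts. Reads with more than one position were removed before counting, so genes with near-identical copies elsewhere are undercounted to an unknown degree.

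The male library had 72006019 reads on genes and 2150069 reads on cassette exon junctions, and the female library 65625173 and 1913572. The median junction coverage of an exon was 47 and 40 reads. Inclusion rates were computed from the junction counts as the mean of the 2 inclusion junctions over that mean plus the skipping count, which equals the rate the authors give in the same tables, and 95% Wilson intervals were computed per library. Intervals cover counting error only, because the reads carry no molecular identifiers. With n = 2, errors are SDs over the 2 libraries, and no test between groups was made.

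The plan set before the data were examined named the mean of the 2 inclusion junctions against the skipping junction as the formula for the inclusion rate, unless inclusion and skipping counts were given, which would then be used. Both kinds of count are given. The junction formula was kept for the rates, a choice made after the data were seen that departs from the wording of the plan, because the authors' own rates in the same tables follow it. The authors' inclusion and skipping counts were used for Fisher's exact tests, with junction reads only as the alternative. The effect of adding exon body reads to the rate, with inclusion reads not halved, is given in the closing section. Exons needed at least 10 junction reads in each library, and P values were adjusted by the Benjamini-Hochberg method with the threshold of the methods, FDR ≤ 0.1. The minimum per library is a choice made here, since the methods give a junction coverage over 10 without saying whether it applies to each library. To see how many exons counting noise would give, both libraries were drawn 100 times from one pooled inclusion share per exon. Every counted read was taken as independent. The share of listed exons in *Nova* target genes was tested with Fisher's exact test and, in 5 strata of junction coverage, with the Mantel-Haenszel odds ratio. Comparisons of gene values used log2(RPKM + 0.1) with 100000 permutations, Spearman's rho with 100000 permutations, and medians of gene lists placed among 10000 random lists matched on mean RPKM in 20 bins. The share of repeated sequence of a gene was the share of the 74-nt windows of its longest protein-coding transcript, taken every 10 nt, with an exact copy elsewhere in the genome on either strand.

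Entries of Additional file 5A were matched to exons by chromosome, strand, position and the distance between the flanking exons, and also had to have the same WSC rates in both libraries, which placed 923 of 972 cassette exon entries on 920 exons. For entries matched in this way the WSC rates equal the paper's by construction. The inclusion formulas were therefore compared only on the 717 entries with a single exon at their position, whatever its rates, of which 694 had the paper's rates in both libraries. The copy of Additional file 5A that was used holds 1998 entries with FDR up to 0.0531, so exons with a larger FDR count as not listed. Whether an exon was expressed in MNs was not analysed here, and the paper's filter on it was not applied. Gene lists were matched by symbol and NCBI gene ID. The 2 libraries were joined by NCBI gene ID, since 25 gene symbols differ between them. Exon positions were compared with the NCBIM37 reference, which is the mm9 build, and its GENCODE annotation. All exon positions lay within the reference's chromosomes, and both ends of 785 of the 923 matched exons (85.0%) were annotated exon ends. Positions are counted from 1.

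The genes named in the text were fixed before the data were examined. They are every gene the paper names from this RNA-seq or CLIP, the 9 exons of Additional file 5B, the 5 cassette exons with the smallest FDR in Additional file 5A, sex-linked genes as a check of the labels, and at most 5 genes each way with the largest ratio between the libraries among genes with RPKM of at least 1 in either. Alternatives were other coverage minimums, FDR and dI thresholds, inclusion formulas, units, gene lists, pseudocounts and RPKM thresholds, and each library left out.

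The tests were first tested on simulated data with known answers. Among 9396 simulated exons, 200 had an inclusion share changed by 0.3, of which 169 (84.5%) were called, all in the right direction, and of the 148 with at least 50 reads in each library 146 were called. Unchanged exons made up 3.43% of the calls. The simulation does not add any spread between animals. With no shift put in, 4.5% of 400 simulated gene lists lay past the 2.5th or 97.5th percentile, and 6.5% of 200 simulated comparisons of means with no difference had a permutation p under 0.05. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, numba 0.67.0 and matplotlib 3.10.9.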

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

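The results below come from comparing the 2 WSC libraries with each other and from genes that the paper does not discuss. The exact test between the 2 WSC libraries, with junction reads only as its alternative, was named in the plan. The tests of motoneuron RNA were chosen before their results were seen, and the remaining tests in this part only after. Because the libraries are 1 male and 1 female, sex, animal and library preparation cannot be separated, and no biological explanation was tested.

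The paper does not report a comparison between the WSC replicates. The test it uses between MNs and WSC called 400 of 9396 cassette exons between the 2 WSC libraries at FDR ≤ 0.1, with a median absolute difference of 0.162 in inclusion rate, and 1157 at an unadjusted p under 0.05. Libraries drawn 100 times from one pooled share per exon gave a median of 0 and at most 1 call. Counting noise of independent reads therefore does not account for the 400 calls. The draws took every counted read as independent, so they cannot exclude noise from reads counted more than once. Reads on the exon body were not needed for most calls, since junction reads only gave 310 exons, 256 of them among the 400. A different share of motoneuron RNA in the 2 cords was tested in the exons listed by the paper. Of 910 listed exons whose rates differ between the libraries, the male rate lay on the MN side of the female rate for 418 (45.9%, two-sided exact binomial test, p = 0.0155), so the female library may hold slightly more motoneuron RNA. With 1 exon per gene the share was 324 of 699 (46.4%, exact binomial p = 0.0585), and among the listed exons called between the libraries it was 44 of 91 (exact binomial p = 0.834). Of the genes with MN-enriched CLIP reads in Additional file 3G, 313 were tested, fewer than the paper reports. They did not stand apart in the male-to-female ratio, with a median at percentile 36.8 of matched random gene lists. The rest of the list was not covered by this test. A list median can miss a signal carried by a few genes. The 2 MN markers that the paper names were both higher in the female library, *Chodl* with 28.1 against 21.3 RPKM (log2 male-to-female ratio -0.40) and *Chat* with 10.4 against 9.20 RPKM (-0.17), the direction of the test on all listed exons. These 2 genes were not tested, and the SD of this ratio over all genes was 0.32. A small difference in composition therefore remains a candidate explanation for the slight shift of the listed exons. Of the 400 called exons the test covered only the 91 listed ones. There it gave no direction and so no support for composition as the cause of the calls. Duplicate reads and differences in library preparation were not tested and cannot be told apart from a difference between the 2 animals.

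Among genes with RPKM of at least 1 in either library, 5 were ranked by the ratio between the libraries as the highest in the female library. *Ftl2* had 497 reads in the female and 11 in the male library, *Rps18* 1870 and 69, *Rps2* 1481 and 70, *AA388235* 276 and 0, and *Ucn* 107 and 12, among 12103 genes compared. A difference in library size cannot give such ratios, as the male library was the larger. Reads from sequence with copies elsewhere in the genome were tested as a technical explanation, because 71.7% of the 74-nt windows of *Rps18* and 63.1% of those of *Rps2* have an exact copy elsewhere. Over the 212 genes with most of their windows repeated, the median log2 ratio lay at percentile 2.71 of matched random lists, close to the limit of 2.5 set for the test but not past it, and at percentile 4.79 without the 2 of the 5 genes that it holds. The 34 ribosomal protein genes among the repeated ones lay at percentile 21.7. A median says little about single genes, so the genes at least 2 times apart were also counted. Most windows were repeated in 4 of the 51 higher in the female library (7.84%) and in 6 of the 72 higher in the male library (8.33%), against 212 of all 11991 expressed genes with a value (1.77%). Against random genes matched on mean RPKM, the one-sided p was 0.0142 for the first and 0.0027 for the second, and without the 5 genes ranked highest, 2 of which prompted the test, it was 0.217 for the first (2 of 48 genes). *Ucn* had 0% of windows repeated, and *Ftl2* and *AA388235* were not part of the test, which covered 99.1% of the expressed genes. Ribosomal protein genes with few repeated windows were not shifted as a class (percentile 30.2). Repeated sequence therefore remains a candidate explanation for *Rps18* and *Rps2*, which these tests do not settle. A variant of the mixed strain background or another treatment of reads with several positions was not tested.

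In the other direction, 4 of the 5 genes ranked highest in the male library are Y-linked, and these had a few reads in the female library too. *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* together had 67 reads in the female library and 12166 in the male library (0.551%), with shares between 0.259% and 0.833% per gene. The shares did not differ beyond chance between the 4 genes (exact test by permutation, p = 0.0829). These reads may be carry-over of reads from the male library. Reads from X-linked homologs, which each of the 4 genes has, were not tested and remain open. The fifth gene, *Aoc3*, had 1155 reads in the male library and 9 in the female library. The share of 0.779% did not differ from that of the Y-linked genes (two-sided Fisher's exact test, p = 0.306), so the few female reads could be carry-over as well. What sets the *Aoc3* reads of the male library apart from the female library was not tested, and a single library of each sex cannot separate a difference between the animals from one between the sexes.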

How the results depend on the processing

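Except for the 2 settings of *Mtss1* and the strata of genes by covered exons named below, the alternatives were set before the data were examined, and all of them could be run. Together they gave 72 values for 18 results, 9 of which were named in the plan, some as tests and others as plain counts, shares or means. For these 9 results, 5 of 46 values moved. The other 41 kept the direction and the side of the threshold where there was a test, and otherwise stayed within the spread, within the 95% interval or, for a count, within 1.5 times the value reported. That is a wide margin, which the 8165 to 11150 covered exons under other coverage minimums (against 9396) also met. For the other results, 24 values stayed within the spread and 2 moved.

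The 5 that moved were as follows. The median absolute difference of the inclusion rates from the paper's was 0 with the junction formula, on the entries with a single exon at their position. It was 0.114 when the inclusion reads were not halved, and 0.142 when exon body reads were added to these unhalved reads. The share of listed exons whose difference between MNs and WSC exceeds that between the WSC libraries fell to 72.0% when the threshold was 2 times that difference. The number of exons called between the 2 WSC libraries was 249 at FDR 0.05 and 259 with an absolute dI of at least 0.1, against 400, and otherwise from 310 to 393. The lower share and counts follow from stricter thresholds, which can only remove exons. The larger differences from the paper's rates follow from formulas that give inclusion reads more weight than the authors' own rate does. For *Mtss1* E12, 2 settings chosen after the data were seen gave 29.5% and 33.5% in place of 73.6%, because reads that join E12a then enter the denominator.

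The odds ratio for listed exons in *Nova* target genes stayed between 3.09 and 5.22 over the 7 alternatives other than leaving out a library. The highest, with genes as units, fell to 3.18 within strata of the number of covered exons, a setting chosen after the data were seen. The odds ratio on exons was between 3.30 and 3.34 when each library in turn was left out. The number of genes with RPKM of at least 1 was 11753 when asked of both libraries and 12103 when asked of either, against 11940, and other thresholds gave 12783 genes (RPKM of at least 0.5) and 10827 genes (RPKM of at least 2). Leaving out a library gave from 9733 to 9919 covered exons, from 11894 to 11962 genes with RPKM of at least 1, from 46.7% to 52.6% for the mean inclusion of the hotspot exons, from 0.73 to 0.75 for the log2 difference in expression between *Nova* targets with and without MN peaks, and from 0.432 to 0.438 for the correlation between CLIP and RNA-seq reads. With 2 libraries, the inclusion rate of either one always lies within 1 SD of the mean, so these comparisons of inclusion rates show no stability. Some other alternatives could not have changed a value. Junction reads only is the formula used for every rate, so it left the rates, the share of listed exons and the hotspot exons as they were, and all 320 genes compared with CLIP reads had at least 10 reads in each library.

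No paired analysis was possible because the groups that share replicate numbers in the labels are CLIP groups, which were not analysed here, and the 2 WSC RNA-seq libraries form a single group.

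The depth limits the precision of the inclusion rate of exons with few junction reads. With 45 and 36 junction reads, the Wilson interval of *Clasp1* ran from 17.7% to 47.1% in the male and from 18.6% to 52.2% in the female library.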

Differences from the paper's values

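The paper reports that 30% of MN-expressed alternative exons and 45% of those in known *Nova* targets were differentially spliced. Among cassette exons covered in WSC, the entries matched from Additional file 5A made up 9.71% of all exons and 22.9% of exons in *Nova* target genes. These shares are of cassette exons with at least 10 junction reads in each WSC library, without the paper's filter on expression in MNs and with the 1998 listed events read here. The FDR of these events ends at 0.0531, against the paper's threshold of 0.1, and *Nova* targets were taken by gene and not by exon. No alternative could add events with a larger FDR, so the gap is not by itself a disagreement with the paper. For all exons, none of the alternatives set before the data were examined closed the gap. For *Nova* targets, genes as units gave 43.1%, which is a share of genes and not of exons and rises with the number of exons per gene, and the other alternatives did not close the gap. The share in *Nova* targets was 2.36 times that in all exons.

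For the 5 cassette exons with the smallest FDR in Additional file 5A, the dI that the list gives as MN minus WSC has the sign opposite to that of the MN rates minus the WSC rates, at the same size. The paper's dI is -0.27 for *Clta*, -0.334 for *Ppp3ca*, 0.214 for *Aplp2*, -0.219 for *Cltc* and -0.516 for *Ergic3*. With the WSC rates computed here and the paper's MN rates, the differences were 0.27, 0.334, -0.214, 0.219 and 0.516. None of the alternatives set before the data were examined (junction reads only, or either library left out) closed the gap. For the 6 hotspot exons of Additional file 5B with MN rates, 0 differed in dI. Because entries were matched by their WSC rates and the MN rates are the paper's, this equality follows from the matching.

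The legend of Fig. 4 states increased inclusion of an exon named E12b in MNs, while the text states lower inclusion of E12. The WSC rate of E12 computed here was 73.6% against the paper's MN rates of 0% and 10.0%.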

Other observations

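In this part, the tests of junction coverage and of transcript abundance were chosen before their results were seen.

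Listed exons were more frequent in *Nova* target genes than in other genes (odds ratio 3.25). Higher junction coverage of the target genes was tested as a technical explanation, since a deeper exon is more easily called. Within 5 strata of junction coverage the odds ratio was 3.09, so this coverage does not account for the excess. Depth in MNs was not analysed here.

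Known *Nova* targets with MN CLIP peaks (Additional file 3E, 172 genes with a value) were more abundant in WSC than the 129 known targets with WSC peaks only. The mean log2(RPKM + 0.1) was 4.46 ± 1.72 (SD over genes) against 3.72 ± 1.81, a difference of 0.74 (two-sided permutation test, p = 0.00033, genes are not replicates). The difference was 0.53 for genes with RPKM of at least 1 (permutation p = 0.00659) and 1.11 on log2 read counts. Which targets have a detected MN peak may thus depend in part on abundance in the cord.

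Across the 320 genes of Additional file 3G read here, all of which were selected by the paper for more CLIP reads in MNs than in WSC, the paper's WSC CLIP reads rose with the mean WSC RNA-seq count (Spearman's rho 0.435, permutation test, p = 1e-05, the smallest that 100000 permutations give). With RPKM in place of counts rho was 0.284. The relation is consistent with transcript abundance, and with length, entering the number of CLIP reads.

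Opposite signs of dI were not spread over Additional file 5A. In the first 170 entries, in the order of the list, the sign of dI was opposite to that of the paper's own MN rates minus its WSC rates in every entry, 96 of them cassette exons, and in the 1828 entries after that it was the same in every entry. The last of the 170 entries has an FDR of 4.72e-16. For the counts of listed exons and for those with the smallest FDR, the direction was taken from the rates and not from dI. The signs counted for the hotspot exons are those of the paper's dI in Additional file 5B. For *Adam22* and *Map7d1*, whose MN rates were not used, the direction rests on dI alone.

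The *Clasp1* exon of Additional file 5B had no reads on its first junction and none on its body in either WSC library, while its second junction had 21 and 18 reads.

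*Mtss1* E12a was the more frequent exon in WSC. In the male library 63 reads and in the female library 48 joined it to the exon before, against 32 and 24 for E12, and 6 and 3 reads joined E12a to E12.

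Genes that the paper names from CLIP were expressed in WSC at the following levels, given as mean RPKM ± SD (n = 2). *Chat* was at 9.79 ± 0.829, *Chodl* at 24.7 ± 4.79, *Slc6a5* at 89.0 ± 2.01, *Erbb4* at 7.87 ± 1.09, *Cdc42* at 133.1 ± 6.23, *Ptbp2* at 29.9 ± 0.0359, *Rbfox3* at 34.0 ± 3.00 and *Nova2* at 4.63 ± 1.27. *Nova1* and *Xist* were not analysed here. *Sod1* was at 238.3 ± 28.5 RPKM and ranked 153 of 19215 genes by mean RPKM, and the counts do not separate the transgene from the mouse gene.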
